# Synthetic reversed sequences reveal default genomic states

**DOI:** 10.1038/s41586-024-07128-2

**Published:** 2024-03-06

**Authors:** Brendan R. Camellato, Ran Brosh, Hannah J. Ashe, Matthew T. Maurano, Jef D. Boeke

**Keywords:** Transcription, Chromatin, Genomic engineering, Synthetic biology, Genome evolution

## Abstract

Pervasive transcriptional activity is observed across diverse species. The genomes of extant organisms have undergone billions of years of evolution, making it unclear whether these genomic activities represent effects of selection or ‘noise’^1–4^. Characterizing default genome states could help understand whether pervasive transcriptional activity has biological meaning. Here we addressed this question by introducing a synthetic 101-kb locus into the genomes of *Saccharomyces cerevisiae* and *Mus musculus* and characterizing genomic activity. The locus was designed by reversing but not complementing human *HPRT1*, including its flanking regions, thus retaining basic features of the natural sequence but ablating evolved coding or regulatory information. We observed widespread activity of both reversed and native *HPRT1* loci in yeast, despite the lack of evolved yeast promoters. By contrast, the reversed locus displayed no activity at all in mouse embryonic stem cells, and instead exhibited repressive chromatin signatures. The repressive signature was alleviated in a locus variant lacking CpG dinucleotides; nevertheless, this variant was also transcriptionally inactive. These results show that synthetic genomic sequences that lack coding information are active in yeast, but inactive in mouse embryonic stem cells, consistent with a major difference in ‘default genomic states’ between these two divergent eukaryotic cell types, with implications for understanding pervasive transcription, horizontal transfer of genetic information and the birth of new genes.

## Abstract (web summary)

Introduction of a long synthetic DNA into yeast genomic loci results in high default transcriptional activity in yeast but low activity in mouse, suggesting distinct default levels of genomic activity in these organisms.

## Main

The majority of the human genome may be transcribed^1–4^, even though only a small fraction is annotated as discrete mature RNA species^5,6^. Debate remains over whether the approximately 75% of the genome that is covered by detectable transcripts^4^, and the approximately 80% of such transcripts for which there is predicted biochemical activity^2^, represent truly functional activity or random and pervasive ‘noise’^7–9^. In another eukaryotic species, the yeast *S. cerevisiae*, a similar fraction of the genome is transcribed^10^, although the genome is relatively gene-dense with an average intergenic distance^11^ of around 400 bp compared with the approximately 100,000 bp in the human genome^12^. This raises the question of whether all eukaryotic genomes are transcribed at the same level, regardless of their structure. Understanding the ‘default state’ of a genome—that is, the way a sequence lacking evolved features is acted on by the host—would be useful in interpreting the meaning of such transcriptional activity.

A genome that is active by default would present ample opportunity for transcriptional machinery to bind non-specifically, leading to spurious activity, whereas a genome that is inactive by default would generally preclude such low-specificity activity. The true default state of a genome, if such a thing exists, is difficult to determine, owing to billions of years of evolutionary pressure that has acted on existing sequences. It is thus unclear to what extent observed genomic states are passively present by default, or actively produced by chromatin-interacting proteins that recognize specific sequences selected for over time. A true default genomic state can be queried by observing activity of a newly introduced, evolutionarily naive locus. Indeed, a hypothetical ‘random genome’ experiment has been proposed as the ideal negative control for interpreting reports of large-scale genomic activity^13^, in which megabase-sized fragments of random DNA can be introduced into a cell and its activity compared with that of the endogenous genome. However, owing to technical limitations, such experiments have not yet been performed.

To date there has not been any well-controlled characterization of novel DNA loci in mammalian genomes, or a comparison of genomic activity for the same locus in different organismal contexts. Current techniques in synthetic genomics enable the design, assembly and delivery of very large pieces of DNA^14,15^. Locus-scale DNA constructs, up to hundreds of kilobases long, can be assembled de novo in yeast assembly vectors (YAVs), which exist as episomal DNA circles separate from native yeast and bacterial genomes. The ability to synthesize large DNA loci de novo enables complete design freedom over the sequence of synthetic DNA, although this realization has been limited in practice. In recent years, we have developed a workflow for synthetic regulatory genomics involving the de novo assembly of large DNA loci, including an intermediate step involving *S. cerevisiae*, for delivery and characterization in a desired eukaryotic context, typically mouse embryonic stem (ES) cells^16–20^. This enables straightforward design and assembly of novel DNA loci that do not exist in nature, and characterization of such loci in the distinct genomic contexts of *S. cerevisiae* and *M. musculus*. By introducing novel DNA loci to both yeast and mouse cells we can compare the default genomic states of two distinct eukaryotic hosts. Here we decided on a simple yet informative approach: to write an entire locus backwards as an initial foray into exploration of the behaviour of truly random sequences in distinct types of living cells, and an initial approximation of a ‘random genome’ experiment.

## Engineering of synthetic loci

To design a novel large piece of DNA, we reversed the sequence of the human hypoxanthine phosphoribosyltransferase 1 (*HPRT1*) locus (Fig. 1a). By using the reverse sequence (not the reverse complement), which we refer to as *HPRT1R*, we ensured that the new locus lacks coding information but retains sequence features such as GC content, homopolymer runs and repeat frequency and position, that might otherwise confound analysis. This approach also provides a forward, coding ‘control’ locus, the natural *HPRT1* sequence, which we previously synthesized and delivered to mouse ES cells, where it was expressed^18^. Statistics describing sequence composition of both synthetic loci (Table 1) indicate that although reversing the *HPRT1* sequence ablates evolved regulatory elements, many potentially functional sequences, which have low information content, are still present and might be expected to occur by chance in DNA sequences of sufficient length.

**Fig. 1:**
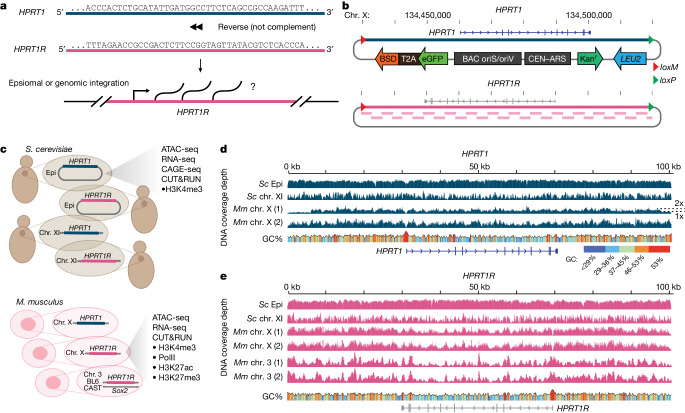
Design and construction of synthetic *HPRT1* and *HPRT1R*. **a**, Schematic illustrating the strategy of reversing the *HPRT1* sequence to produce the *HPRT1R* sequence. **b**, The human *HPRT1* locus was cloned into a assemblon vector and flanked by* lox* recombination sites for Big-IN integration. *HPRT1R* was assembled de novo from 28 synthetic segments, shown below the locus. Vector components include centromere (CEN)–autonomously replicating sequence (ARS) and *LEU2* for propagation and selection in *S. cerevisiae*, bacterial artificial chromosome (BAC) oriS and oriV (low copy and inducible high copy origins, respectively) and the kanamycin resistance gene (Kan^r^) for propagation and selection in *Escherichia coli*, and eGFP–T2A–BSD for transient selection in mammalian cells. Chr., chromosome. **c**, Genomic contexts for interrogating synthetic locus activity. Episomal (Epi) and genomically integrated (chromosome XI) in *S. cerevisiae*, and genomically integrated (chromosome X and chromosome 3) in *M. musculus*. The chromosome 3 integration is monoallelic on the BL6 locus, leaving *Sox2* intact on the CAST locus. **d**,**e**, DNA sequencing coverage plots from next-generation sequencing verification of assembled and integrated synthetic loci. Yeast samples were whole-genome sequenced and mouse ES cell samples were characterized by Capture-seq. *Sc* Epi, episomal in *S. cerevisiae*; *Sc* chr. XI, integrated on *S. cerevisiae* chromosome XI; *Mm* chr. X, integrated on *M. musculus* chromosome X; *Mm* chr. 3, integrated on *M. musculus* chromosome 3. (1) and (2) indicate two independent mouse ES cell clones. GC content shown as a line plot and colour-scaled. For *HPRT1 Mm* chr. X (1), dotted lines on the right show 2x coverage depth for most of the synthetic locus and 1x coverage depth at the edges. The relative position of the reversed *HPRT1* coding sequence is indicated above the BAC in **b** and below the coverage plots in **e**.

**Table 1:** Sequence featured of the synthetic locus

		Synthetic locus		
	Feature	*HPRT1*	*HPRT1R*	*HPRT1R*^*noCpG*^
	Length	100,667	100,667	95,067
	GC content	0.41	0.41	0.38
**Dinucleotides**	AA	6,601	6,601	6,601
	AC	4,942	6,952	5,803
	AG	7,012	5,734	6,883
	AT	7,491	6,759	6,759
	CA	6,952	4,942	5,743
	CC	4,261	4,261	3,442
	CG	1,202	4,499	0
	CT	7,038	5,751	6,583
	GA	5,734	7,012	6,211
	GC	4,499	1,202	726
	GG	4,348	4,348	4,455
	GT	5,368	7,388	6,556
	TA	6,759	7,491	7,491
	TC	5,751	7,038	5,797
	TG	7,388	5,368	6,609
	TT	7,415	7,415	7,415
**CpG**	Expected	4,291	4,291	3,386
	Ratio	0.28	1.05	0
	Yeast TFBSs^a^	5,159	18,191	13,284
Mouse TFBSs^b^	p-val < 0.001	24,578	19,782	21,897
	q-val < 0.01	1,132	707	882

^a^Yeast TFBSs as predicted using the YEASTRACT+ database^65^.

^b^Mouse TFBSs as predicted using FIMO^66^ in the MEME suite with the JASPAR vertebrate motif database^67^.

The synthetic *HPRT1* and *HPRT1R* loci, hereafter referred to as assemblons, were assembled in yeast assembly vectors (Fig. 1b) (see Supplementary Table 1 for details of the YAVs). YAVs facilitate Cre-mediated delivery into landing pads pre-installed in the yeast or mouse genomes (Extended Data Fig. 1a–d) (see Supplementary Table 2 for details of the landing pad), enabling readout in four contexts: in yeast, as episomes and genomic integrants, and in mouse ES cells, as genomic integrants at two distinct genomic locations (Fig. 1c). The *HPRT1* locus was shuttled from a previous assemblon^18^ into a YAV allowing Big-IN delivery^17^, and the synthetic *HPRT1R* locus was assembled de novo from synthetic DNA pieces (Extended Data Fig. 1e,f) (see Supplementary Table 3 for synthetic DNA sequences, and Supplementary Table 4 for oligonucleotide sequences). All assemblons were verified by next-generation sequencing (Fig. 1d,e). The synthetic loci were integrated into the yeast *YKL162C-A* gene, a previously identified safe harbour site^21^, and into the mouse genome by overwriting the *Hprt1* locus on the X chromosome, and at *Sox2*, overwriting one endogenous allele on chromosome 3 (Extended Data Fig. 1a,b) (specific genomic coordinates in Supplementary Table 5). 

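In sacCer3, the homology arms that Supplementary Table 5 lists for the yeast integration lie on chromosome XI from 146136 to 146350 (215 bp) and from 146508 to 146829 (322 bp). Both arm sequences match the reference base for base at these coordinates. The interval between them, from 146351 to 146507, spans 157 bp. The left arm ends in GATTGCTGTGGCTCCCTCTTTAATCGTATC, the interval opens with TATGTAGGTTCCGATTAAAGTGGTCGTGAT and closes with TCTTAACCGTGGTAGATCCTGTTGTAATTG, and the right arm starts with TTTGGACAGTGATACCGAAGAAGGAAGTAA. *YKL162C-A* has no entry in the annotation used here, in which the site is intergenic. The nearest protein-coding genes there are *PIR3* on the forward strand (144401 to 145378), which ends 972 bp from the end of the left arm, and *YKL162C* on the reverse strand (147630 to 148838), whose nearer end lies 1123 bp from the interval.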

Successful integrants were isolated and ultimately verified by whole-genome sequencing in yeast and targeted resequencing^17^ (Capture-seq) in mouse ES cells (Fig. 1d,e). The Capture-seq protocol involves targeted sequencing of genomic regions flanking the integration site, enabling copy number estimation of integrated loci based on comparison to the flanking regions, which have a single copy of the *Hprt1* site on the X chromosome (the BL6xCAST mouse ES cells used are male with an XY karyotype) and two copies of the *Sox2* site on chromosome 3. Analysis of Capture-seq data showed that one mouse ES cell clone had synthetic *HPRT1* integrated as two copies (Fig. 1d), whereas all other synthetic loci were integrated as single copies. mouse ES cells with successful integration of synthetic *HPRT1* were also selected for their ability to grow in hypoxanthine-aminopterin-thymidine (HAT)-supplemented medium^22^, demonstrating that *HPRT1*, which was previously shown to be expressed in mouse cells^18^, is able to functionally complement the loss of mouse *Hprt1*.

## Synthetic loci are active in yeast

We first assessed activity of the novel synthetic loci in yeast, both as episomes and as chromosomal integrations (yeast strain details in Supplementary Table 6). 

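Chromatin accessibility in yeast was measured by ATAC-seq, in which a transposase cuts and tags open DNA, in 4 strains with 2 independent clones each, 8 libraries in all. The strains were derived from BY4741, a laboratory strain that lacks *LEU2*, and carried *HPRT1* or *HPRT1R* either as an episome on the assembly vector, selected in SC-Leu medium, or integrated on chromosome XI and grown in YPD. Context and medium therefore changed together. Cultures were grown for 6 h at 30 °C from an OD600 of 0.1 to about 0.6, tagmentation lasted 30 min and libraries were amplified for 11 PCR cycles. The authors aligned the reads to sacCer3 with the synthetic locus and its vector as a separate sequence and called peaks with MACS2 in each library on its own, keeping duplicates and using no control. The deposited lists give each peak's position and summit, its fold enrichment over the local background, and −log10 p and q values. They hold 1070 and 1056 peaks for the *HPRT1* episome, 1113 and 1029 for integrated *HPRT1*, 1114 and 1085 for the *HPRT1R* episome, and 1337 and 1221 for integrated *HPRT1R*. The lowest fold enrichment was 1.11 and the highest lay above 18.

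The lists carry no read totals. The fold enrichment and p-value of a peak together fix the number of fragments at its summit and the local background, MACS2's mean fragment coverage around the peak with the genome-wide mean as its lowest value. Whole-number fragment counts were recovered for 99.3% to 99.6% of the peaks of a list. The genome-wide background, the nearest available measure of depth, was 5.75 and 6.93 fragments per base in the *HPRT1* episome libraries, 6.70 and 6.00 in integrated *HPRT1*, 5.63 and 5.82 in the *HPRT1R* episome and 5.42 and 4.97 in integrated *HPRT1R*. Peaks were counted over the 100735 bp of each synthetic locus, with an overlap of at least 1 bp, and over 1216 windows of 100 kb with 10-kb steps on the nuclear chromosomes, 160 of them shortened by a chromosome end. Overlaps and distances were tested against circular shifts of the peaks along the sequence, so that the number and width of the peaks were kept.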

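For ATAC-seq, the replicates were compared through the positions of their peaks on the nuclear chromosomes. The Jaccard index, the bases in peaks of both lists divided by the bases in peaks of either, was 0.485 for the *HPRT1* episome, 0.513 for integrated *HPRT1*, 0.521 for the *HPRT1R* episome and 0.547 for integrated *HPRT1R*. The mean of these 4 pairs was 0.516. The 24 pairs of libraries from different strains had a mean of 0.505, from 0.483 to 0.545, so replicates of a strain shared about as much of their genomic peaks as libraries of different strains did. Of the 1840 regions with a peak in at least 1 library, 500 had a peak in all 8. Depth along the genome was not analysed here.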

For sequencing-based assays, replicates agreed well, as assessed by Pearson correlation of genome-wide signal depth (Extended Data Figs. 2 and 3) and by comparison with publicly available sequencing data for the same or similar assays (Extended Data Fig. 4a). 

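The *HPRT1* episome held 46.0 ± 1.41 peaks over the locus (SD, n = 2 clones) and the *HPRT1R* episome 52.5 ± 0.707 (SD, n = 2). With the locus integrated on chromosome XI, there were 20.5 ± 2.12 peaks in *HPRT1* (SD, n = 2) and 35.5 ± 3.54 in *HPRT1R* (SD, n = 2). These peaks covered 22.9% to 25.1% of the locus in the 4 episomal libraries and 6.81% to 11.3% in the 4 integrated ones, against 2.95% to 3.84% of the nuclear genome across the 8 libraries. The longest stretch between neighbouring summits was 4059 to 6571 bp in the episomes and 8155 and 8331 bp in integrated *HPRT1R*. It was 20133 and 20627 bp in integrated *HPRT1*, where neither clone had a peak between positions 48145 and 68110.

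Among the 15 regions of *HPRT1* with a peak in all 4 libraries, the one with the highest mean rank by fold enrichment lay at 91714 to 93170. It ranked 73 and 128 in the episomal lists and 486 and 268 in the integrated ones. It was followed by 76605 to 77509 and 4231 to 5149. Among the 28 such regions of *HPRT1R*, the highest lay at the start of the locus, from 33 to 1672, ranked 7 and 12 in the episomal lists and 134 and 44 in the integrated ones, followed by 50020 to 50582 and 98014 to 98504.

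**Figure D1:**
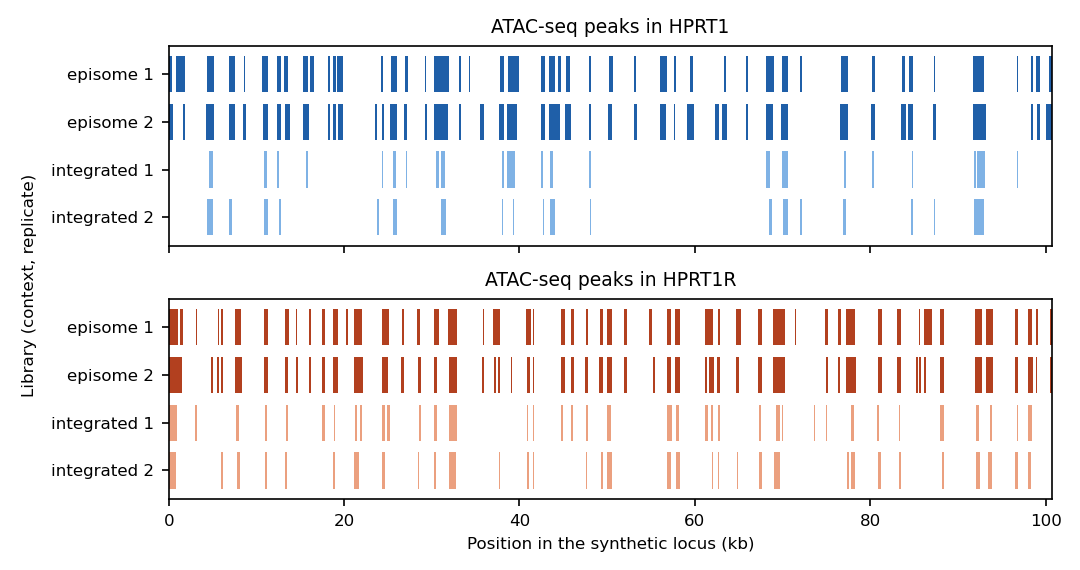
Positions of the ATAC-seq peaks (bars, to scale) along *HPRT1* (top) and *HPRT1R* (bottom), with 1 line for each episomal or integrated library and the position in kb on the horizontal axis. The lists hold 45 to 53 peaks in the episomal loci and 19 to 38 in the integrated loci.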

Assaying chromatin accessibility by assay for transposase-accessible chromatin using sequencing (ATAC-seq), we observed multiple peaks of highly accessible chromatin across the entire synthetic locus for both *HPRT1* and *HPRT1R* (Fig. 2a–d and Extended Data Fig. 2a,b). 

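The region used was 50 kb on each side of the integration site on chromosome XI, which held 6 to 11 peaks per library at 16 distinct places and the starts of 50 protein-coding genes. Promoters were first taken, as in the paper's methods, as 200 bp upstream to 100 bp downstream of a start, with the start of the annotated gene in place of a CAGE-seq TSS. In all 6002 protein-coding genes of the annotation this is the coding start. By this definition, 19.9 ± 13.2% of summits in the region lay in a promoter (SD, n = 8 libraries), against 12.4% for circular shifts of the summits. In 1 of the 8 libraries, the first clone of integrated *HPRT1*, the share was larger than under nearly all shifts (exact one-sided test over all shifts, p = 0.0157), and the largest p of the 8 was 0.825. Over the whole nuclear genome, the share was 22.1 ± 1.76% (SD, n = 8) against 14.2% for shifts, with an exact p of at most 9.95e-05 in each library. Among genomic peaks with a −log10 q of at least 10 it was 13.5 ± 2.60% (SD, n = 8), not distinct from the 14.1% for shifts.

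Genomic summits lay a median of -257 ± 8.39 bp from the nearest coding start (SD, n = 8), beyond the upstream edge of this window. The share depended on how a promoter was defined, and 4 definitions were tried. With 500 bp upstream in place of 200, it was 68.5 ± 6.74% in the region (SD, n = 8) against 27.2% for shifts, with an exact p under 0.05 in 7 libraries. Counting any overlap of a peak with the first window gave 61.6 ± 10.1% (SD, n = 8) against 28.5%, with an exact p under 0.05 in 5 libraries. The last definition, a summit outside every protein-coding gene, was chosen after the other shares had been seen and gave 94.3 ± 6.32% (SD, n = 8) against 28.5%, with an exact p of at most 0.0103 in each library.

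Peaks occurred in all 8 libraries at 3 places of the region. These were 99239 to 100238, with its median summit at −808 bp from the start of *FAS1*, 164304 to 165565, with its median summit at −295 bp from that of *GPM1*, and 170989 to 172004, with its median summit at −132 bp from that of *AVT3*. A place joins overlapping peaks across libraries, so its libraries need not share a peak. At the place near *GPM1*, the peaks of the *HPRT1R* episome, 164770 to 165357 and 164454 to 164749, do not overlap each other. *AVT3* was the only one of the 50 genes with a peak over the first promoter window in all 8 libraries, and *GPM1* had one in 6. The place nearest to the integration site, 146902 to 147188, had a peak in 7 libraries. Transcription of these genes was not analysed here.

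**Figure D2:**
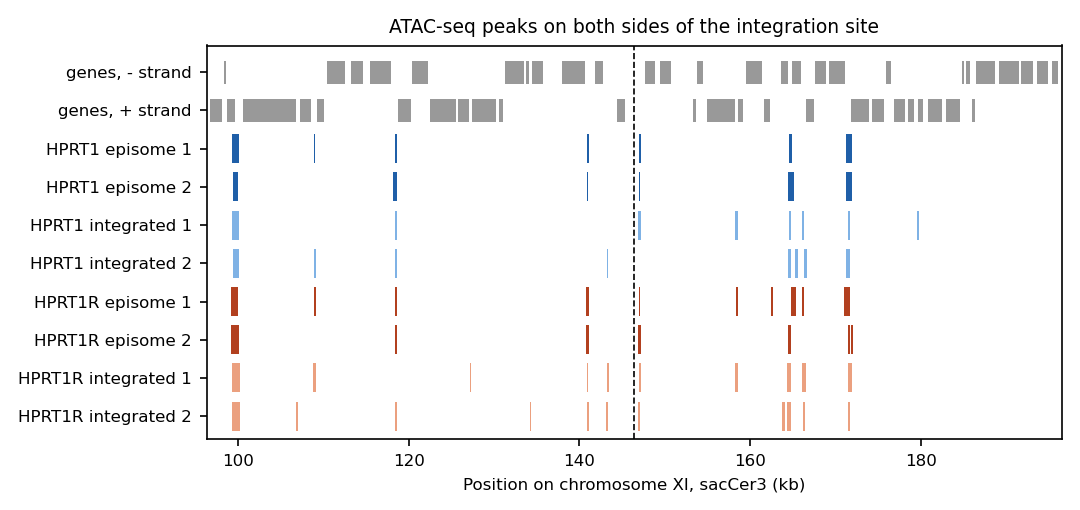
ATAC-seq peaks (coloured bars) of the 8 libraries on both sides of the integration site (dashed line), with protein-coding genes in grey by strand and the position on chromosome XI of sacCer3 in kb on the horizontal axis. Of the 16 places with a peak, 3 have one in every library.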

Using an adjacent region of the yeast genome as a reference, ATAC-seq peaks coincided with promoter regions of transcribed genes (Extended Data Fig. 4a,b). 

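Within the locus, the Jaccard index of the 2 replicates' peaks was 0.702 for the *HPRT1* episome against a median of 0.132 over all circular shifts (exact one-sided test, p = 6.95e-05). It was 0.776 against 0.134 for the *HPRT1R* episome (exact p = 9.93e-06, the smallest the shifts can give), 0.402 against 0.0337 for integrated *HPRT1* (exact p = 0.00106) and 0.480 against 0.0565 for integrated *HPRT1R* (exact p = 0.000149). Of the peaks of a clone, 91.5% to 93.3% overlapped one of the other clone in the episomes, against 68.2% to 84.8% in the integrated loci.

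Bases in peaks of both replicates were then compared between contexts. The Jaccard index of episomal and integrated *HPRT1* was 0.206 against a median of 0.0321 over shifts (exact one-sided test, p = 0.000189), and that of *HPRT1R* was 0.343 against 0.0543 (exact p = 0.000298). All 15 replicate-shared regions of integrated *HPRT1* and all 28 of integrated *HPRT1R* overlapped a replicate-shared region of the episome. In the other direction, 14 of the 43 episomal regions of *HPRT1* (32.6%) and 28 of the 50 of *HPRT1R* (56.0%) overlapped an integrated one. With a reciprocal overlap of at least 50% as the criterion, the share of the shorter list's regions that matched was 0.4 for *HPRT1* and 0.393 for *HPRT1R* (permutation p over shifts 100 bp apart, at most 0.00198).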

For both *HPRT1* and *HPRT1R* synthetic loci, the highly accessible regions were conserved across replicates and between episomal and integrated loci (Extended Data Fig. 2a,b). Average ATAC-seq coverage depth was greater across the synthetic *HPRT1* and *HPRT1R* loci compared with the genome average calculated over 100-kb sliding windows (Extended Data Fig. 4d), which was also evident when comparing the integrated synthetic loci to their surrounding native genomic regions (Fig. 2b,d and Extended Data Fig. 2b). 

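Coverage tracks were not analysed here, and the local background at peaks was used as a measure of depth. It covers only the surroundings of peaks. Its median over the peaks of the locus, divided by that over peaks of the nuclear genome, was 6.26 ± 0.671 in the *HPRT1* episome (SD, n = 2), 1.3 ± 0.0102 in integrated *HPRT1* (SD, n = 2), 8.99 ± 1.24 in the *HPRT1R* episome (SD, n = 2) and 1.55 ± 0.00435 in integrated *HPRT1R* (SD, n = 2). The mean log2 ratio over the 8 libraries was 1.70. This ratio cannot fall below 1, because the median over genomic peaks lay at the genome-wide mean, the lowest value a local background can take, in all 8 libraries. Its direction is therefore no evidence of greater depth, and no test of it is given. With the mean over peaks in place of the median, the mean log2 ratio was 0.34 (exact two-sided sign-flip permutation test, n = 8, p = 0.492) and the ratio fell to 0.455 in integrated *HPRT1* and 0.641 in integrated *HPRT1R*. In every library, all of the 6 to 10 genomic peaks with a local background over 10 times the genome-wide value lay on chromosome XII. Without that chromosome the ratio of means was 1.24 and 1.54 in these strains. For the surrounding genome, the number of peaks per base was compared. It was 2.54 ± 0.263 times that of the flanking 50 kb on each side in integrated *HPRT1* (SD, n = 2) and 3.38 ± 0.562 times in integrated *HPRT1R* (SD, n = 2). Restricted to peaks with a −log10 q of at least 5, these ratios were 2.32 ± 0.468 and 3.38 ± 0.842 (SD, n = 2 each). At 10 or more they were 0.993 ± 1.40 and 2.23 ± 1.75 (SD, n = 2 each). That spread leaves the comparison with the flanks undecided at the strictest threshold.

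**Figure D3:**
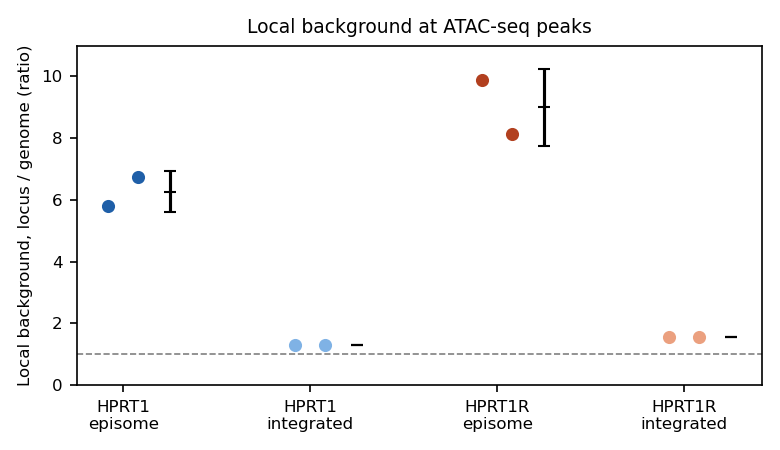
Local background at peaks of the synthetic locus relative to peaks of the nuclear genome (ratio of medians, vertical axis) in the 8 libraries (points), with the mean and SD of each strain beside them and a dashed line at 1. Integrated loci lie at 1.29 to 1.56 and episomes at 5.79 to 9.87.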

ATAC-seq coverage depth was also greater for episomal loci compared with integrated loci, even when normalizing for estimated copy number based on DNA sequencing coverage (Extended Data Figs. 1g and 4d). 

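The local background of the locus relative to the genome differed between contexts by a mean of 2.40 on the log2 scale, with every episomal library above every integrated one. Permuting the context within each locus gave an exact two-sided p of 0.0556. This is the smallest that its 36 arrangements allow, so this permutation test cannot pass 0.05 whatever the data. The difference was 2.26 for *HPRT1* and 2.53 for *HPRT1R*. No correction for copy number was applied, and these values therefore include the number of episomes per cell. From coverage depth that was corrected for the copy number estimated by DNA sequencing, the paper concludes that the depth over the episomal loci exceeded that over the integrated ones.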

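Counted as in the paper's methods, the yeast genome held a mean of 7.66 to 10.0 peaks per window across the 8 libraries, and no window of any library held more than 21. The number of peaks in the synthetic locus was 5.95 ± 0.115 times the window mean in the *HPRT1* episome (SD, n = 2), 2.57 ± 0.125 times in integrated *HPRT1* (SD, n = 2), 6.59 ± 0.231 times in the *HPRT1R* episome (SD, n = 2) and 3.71 ± 0.106 times in integrated *HPRT1R* (SD, n = 2). In each library, 0 of the 1216 windows held as many peaks as its synthetic locus. The mean log2 ratio over the libraries was 2.14 (exact two-sided sign-flip permutation test, n = 8, p = 0.0078). This is the smallest p that sign flips of 8 values allow, and the test counts the 2 clones of a strain as independent. With the 4 strains as units, it could not pass 0.05. The ratios of both integrated loci depended on the threshold for peaks. That of *HPRT1* was 1.82 at a −log10 q of at least 5 and 0.749 ± 1.06 (SD, n = 2) at 10 or more, where its clones had 0 and 2 peaks in the locus. That of *HPRT1R* was 2.72 at 5 or more and 1.89 ± 1.26 (SD, n = 2) at 10 or more. The ratios of the *HPRT1* and *HPRT1R* episomes rose to 29.1 ± 11.9 and 31.5 ± 4.25 at 10 or more (SD, n = 2 each). This threshold favours peaks with many fragments. In the episomal libraries, the median count at the summit was 88 to 147 in locus peaks and 23 to 25 in nuclear peaks. The median fold enrichment was lower in the locus, 2.31 to 2.73 against 3.15 to 3.57. In the integrated libraries it was 2.92 to 3.32 against 3.38 to 4.02. On average the episomes held 21.25 more peaks than the integrated loci (exact permutation test within locus, p = 0.0556, its smallest value).

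All 8 libraries had a peak within 1 kb of the start of *HPRT1* as drawn in Fig. 2a or of its mirrored position in *HPRT1R*. In *HPRT1*, these were 30283 to 31942 and 30306 to 31813 in the episomes, which ranked 9 of 47 and 12 of 45 by fold enrichment. In the integrated locus, the highest lay at 31036 to 31487, ranked 7 of 22, and at 31101 to 31672, ranked 1 of 19. In *HPRT1R*, they were 68907 to 70324 and 68895 to 70286 in the episomes, ranked 12 of 52 and 15 of 53, and 69252 to 69726 and 69080 to 69726 in the integrated locus, ranked 11 of 38 and 11 of 33. Of positions taken every 100 bp along a locus, 83.6% to 90.7% had a peak within 1 kb in the episomes and 39.5% to 68.6% in the integrated loci. The other functional elements of *HPRT1* were not analysed here.

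**Figure D4:**
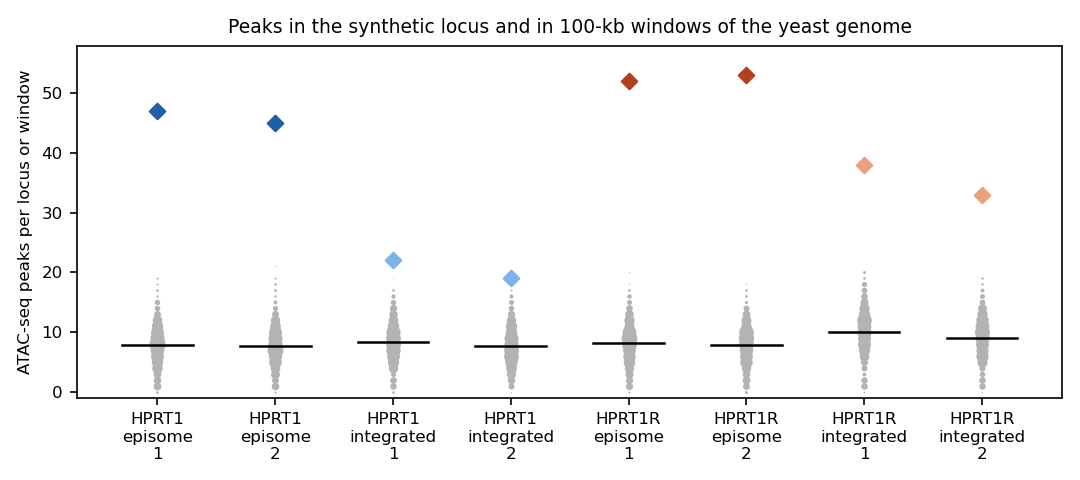
Number of ATAC-seq peaks (vertical axis) in the synthetic locus (diamonds) and in 100-kb windows of the yeast genome (grey points, sized by the number of windows, with their mean as a line) in each of the 8 libraries. Every diamond lies above all windows of its library.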

The synthetic loci contained more ATAC-seq peaks over 100 kb compared with the genome average (Extended Data Fig. 4e), and although we observed peaks coinciding with the *HPRT1* transcription start site (TSS), and the relative TSS position in *HPRT1R*, peaks generally did not correspond with known *HPRT1* functional elements.

**Fig. 2:**
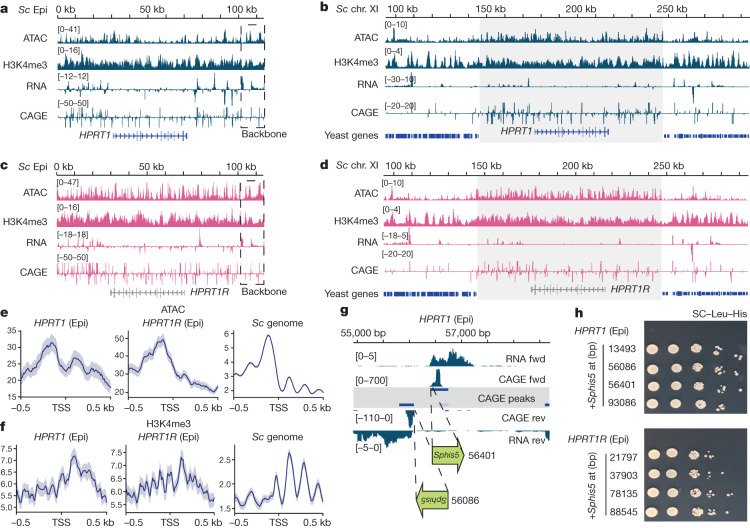
Synthetic *HPRT1* and *HPRT1R* loci are active in yeast. **a**,**b**, Sequencing tracks for ATAC-seq, H3K4me3 CUT&RUN, RNA-seq and CAGE-seq reads aligned to the synthetic *HPRT1* locus as an episome (Epi) (**a**) or integrated on chromosome XI (**b**). **c**,**d**, Sequencing tracks of ATAC-seq, H3K4me3 CUT&RUN, RNA-seq and CAGE-seq reads aligned to the synthetic *HPRT1R* locus as an episome (**c**) or integrated on chromosome XI (**d**). The synthetic locus regions (*HPRT1* and *HPRT1R*) are shaded in **b**,**d**. The *HPRT1* coding sequence is indicated in **a**,**b** and the relative position corresponding to the reversed coding sequence is indicated in **c**,**d**. For loci integrated into chromosome XI (**b**,**d**), approximately 50 kb of flanking yeast genome is shown upstream and downstream of the integrated synthetic loci with annotated yeast genes indicated. RNA-seq and CAGE-seq tracks are stranded, displayed with reverse strand reads inverted and below forward strand reads. Sequencing tracks are shown for one replicate for each genomic context. **e**,**f**, Metaplots of ATAC-seq (**e**) and H3K4me3 CUT&RUN (**f**) signal at the TSS (defined by experimental CAGE-seq peaks) ±0.5 kb for *HPRT1* and *HPRT1R* episomal assemblons as well as the yeast (*Sc*) genome. Shaded region shows standard error. **g**, Example strategy for insertion of the *Sphis5* coding sequence at two experimentally identified TSSs. RNA-seq and CAGE-seq tracks are shown, as well as CAGE-seq peaks. The *Sphis5* coding sequence (green arrow) is inserted with the 5′ untranslated region at the 5′ boundary of the CAGE-seq peak. Fwd, forward; rev, reverse. **h**, Spot assays for yeast with *Sphis5* integration on the *HPRT1* or *HPRT1R* episome, and their parental strains, on SC–Leu–His medium. For *Sphis5* insertion strains, the number indicates the position of the *Sphis5* insertion along the synthetic locus.

We next checked for H3K4me3 at the synthetic loci, a marker of active transcription of nearby genes. Using cleavage under targets & release using nuclease^23^ (CUT&RUN), we found broad coverage of H3K4me3 over both synthetic loci (Fig. 2a–d and Extended Data Fig. 2c,d). H3K4me3 coverage of *HPRT1* and *HPRT1R* appears broader than coverage over the yeast genome, where tight peaks coincide with known promoter regions (Extended Data Fig. 4a,b). H3K4me3 coverage was also greater across episomal *HPRT1* and *HPRT1R* loci compared to the yeast genome average and the synthetic loci contained more H3K4me3 peaks per 100 kb than the genome average (Extended Data Fig. 4f,g).

To determine whether observed chromatin accessibility and H3K4me3 patterns relate to transcription, we performed RNA sequencing (RNA-seq) for strains with episomal and chromosomally integrated synthetic loci (Fig. 2a–d and Extended Data Fig. 2e,f). RNA-seq reads mapped across both *HPRT1* and *HPRT1R* synthetic loci, and RNA-seq peaks were consistent between replicates and between episomal and integrated loci. The synthetic loci showed RNA-seq coverage depth similar to the genome average, which is gene-dense (Extended Data Fig. 4h). We used cap analysis gene expression and sequencing^24^ (CAGE-seq) to map TSSs (Fig. 2a–d and Extended Data Fig. 2g,h), and found that both synthetic loci have around 3 times more CAGE-seq peaks per 100 kb than the yeast genome average (Extended Data Fig. 4i). CAGE-seq peaks map to the 5′ end of annotated and expressed yeast genes (Extended Data Fig. 4a,b), adding confidence that peaks observed in the synthetic loci are true TSSs. Using the 5′ boundary of CAGE-seq peaks as reference points, we produced metaplots of ATAC-seq and H3K4me3 signals for TSSs in the synthetic *HPRT1* and *HPRT1R* loci and throughout the yeast genome (Fig. 2e,f and Extended Data Fig. 4c). The metaplot profiles for the synthetic loci generally match that for the yeast genome and, although they lack the precise nucleosome repeat definition seen in genome profiles obtained by averaging tens of thousands of TSSs, rough periodicity can be observed. RNA-seq and CAGE-seq signals do not appear to correspond to known gene features in the *HPRT1* locus, and in fact appear to be generally depleted around the *HPRT1* transcription unit and its corresponding region in the *HPRT1R* locus. We performed motif analysis using MEME^25^ on the predicted promoter regions—defined as 200 bp upstream and 100 bp downstream of identified TSSs—on ATAC-seq peaks and on ATAC-seq peaks that overlap predicted promoters (Extended Data Fig. 5). We identified a number of significantly enriched sequence motifs, including stretches of A and T reported to precede TSSs^26^, as well as the dyad symmetric CTCNGNCTC/GAGNCNGAG motif, and the palindromic GGTC(G/C)GACC/CCAG(C/G)CTGG motif. Although the identified motifs do not exactly match known transcription factor binding sites (TFBSs), predicting TFBSs using Tomtom^27^ identified a number of potential sites for stress-responsive transcription factor including Crz1, Rpn4 and Gsm1. Performing the same analysis on overlapping CAGE-predicted promoters and ATAC-seq peaks genome-wide, the only significant motifs identified are poly-A and poly-T regions.

To assess whether observed sites of transcription initiation can produce functional mRNAs, we cloned the *his5* transcription unit from *Schizosaccharomyces pombe* (*Sphis5*) downstream of the predicted promoters for eight identified transcription start sites (Fig. 2g and Extended Data Fig. 6a–c). As the parental BY4741 strain is His^*–*^, only yeast expressing the *Sphis5* transgene can survive on histidine dropout medium. We observed His^*+*^ colonies following transformation-mediated integration of the *Sphis5* gene into four sites each of the *HPRT1* and *HPRT1R* episomes and confirmed the His^*+*^ phenotype compared with the parental yeast strains (Fig. 2h and Extended Data Fig. 6d), demonstrating that novel TSSs are able to drive transcription of functional mRNAs and proteins. All eight tested sites appear to produce sufficiently high levels of transcription, as there were no observable fitness differences between the *Sphis5* strains, even when grown in the presence of 3-amino-1,2,4-triazole (3-AT), a competitive inhibitor of the *Sphis5* gene product used to titrate relatively small differences in gene expression. To determine whether any transcription factors predicted to bind to the putative promoter region motifs are responsible for transcription from the integrated transgenes, we deleted three candidate factor genes, *CRZ1*, *RPN4* and *GSM1*, from yeast strains with *Sphis5* inserted at *HPRT1* −13493. This putative promoter region has the CTCNGNCTC/GAGNCNGAG motif that is predicted to bind these non-essential transcription factors. After identifying successful knockouts, we observed specific reduction in growth in the absence of histidine for the CRZ1 and RPN4 knockouts (Extended Data Fig. 8e).

## Synthetic loci are inactive in mouse ES cells

We next assessed the activity of synthetic loci in mouse ES cells, performing ATAC-seq, RNA-seq and CUT&RUN for RNA polymerase II (RNAP2), H3K4me3, H3K27ac and H3K27me3. Sequencing results showed high correlation between replicates (Extended Data Figs. 7 and 8), as well as similar enrichment patterns as seen in mouse ES cells previously (Extended Data Fig. 9a). For *HPRT1* integrated at *Hprt1*, we observed peaks for ATAC-seq, H3K4me3, RNAP2 and H3K27ac at the *HPRT1* TSS, and RNA-seq reads mapping specifically to the *HPRT1* exons (Fig. 3a and Extended Data Fig. 7a,b). These observations agree with public data from mouse ES cells^28^ and human ES cell lines^29^, and with data from an intact *Hprt1* locus from this study (with *HPRT1R* integrated at *Sox2*) (Extended Data Fig. 9b–d). By contrast, the *HPRT1R* locus showed no activity when integrated at this same location on the X chromosome, with no peaks for ATAC-seq, H3K4me3, H3K27ac or RNAP2 anywhere across the locus (Fig. 3b and Extended Data Fig. 7c,d). There was, however, an enrichment of H3K27me3, particularly in the flanking regions. An identical chromatin signature is observed when *HPRT1R* is integrated at *Sox2* on chromosome 3, with no peaks for ATAC-seq, H3K4me3, H3K27ac or RNAP2 and an enrichment of H3K27me3 in the flanking regions (Fig. 3c and Extended Data Fig. 7e,f). Although there is no observable transcriptional activity at *HPRT1R* in either genomic context, there is nonetheless a very small number of RNA-seq reads (0–4 across all replicates) mapping within the locus, which is less than the median of RNA-seq reads mapping to 100-kb windows of geneless regions genome-wide (10–30 mapped reads per 100-kb window) (Fig. 3d).

**Fig. 3:**
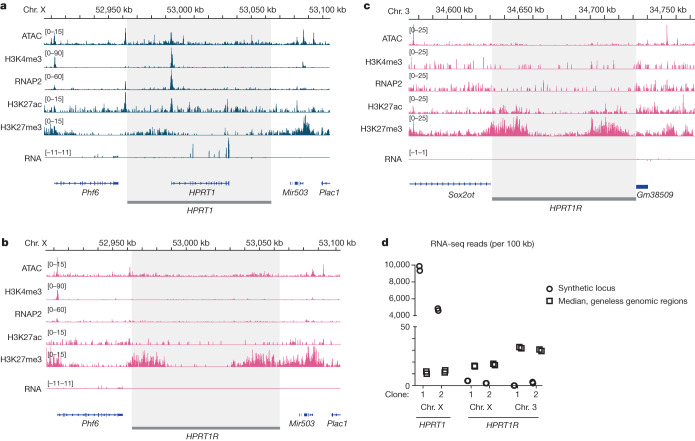
Synthetic *HPRT1* is active, whereas *HPRT1R* is inactive, in mouse ES cells. **a**–**c**, Sequencing tracks for ATAC-seq, H3K4me3, RNAP2, H3K27ac and H3K27me3 CUT&RUN, and RNA-seq over the synthetic *HPRT1* and *HPRT1R* loci integrated into the mouse genome. One clonal replicate is shown for each integration: *HPRT1* chromosome X (2) (**a**), *HPRT1R* chromosome X (1) (**b**) and *HPRT1R* chromosome 3 (1) (**c**). Synthetic locus regions (*HPRT1* and *HPRT1R*) are shaded. The *HPRT1* coding sequence is indicated in **a**. Approximately 50 kb of flanking mouse genome is included, with annotated mouse genes indicated. RNA-seq tracks are stranded, displayed with reverse strand reads inverted and below forward strand reads. **d**, RNA-seq read counts for the synthetic loci (circles) and for 100-kb geneless regions of the mouse genome (squares, median of 70,107 100-kb sliding windows).

## *HPRT1R*^*noCpG*^ is transcriptionally silent

The synthetic *HPRT1R* locus is highly enriched relative to mammalian DNA for CpG dinucleotides (Table 1), which have been implicated in Polycomb recruitment^30–35^. This locus has increased GC content and an enrichment of CpG islands in the flanking regions compared with the middle, gene body region (Fig. 4a), corresponding to increased H3K27me3 signal in mouse ES cells and RNA-seq signal in yeast (Extended Data Fig. 10a,b). To determine whether the artificial enrichment of CpGs at this locus underlies the increased levels of H3K27me3 and low transcriptional activity, we designed a variant of *HPRT1R* in which every CpG was eliminated by randomly deleting either the C or G. This resulted in a new synthetic locus, *HPRT1R*^*noCpG*^, 5,600 bp shorter than *HPRT1R* and completely lacking CpGs. This locus was assembled de novo into the same YAV as *HPRT1* and *HPRT1R* and delivered to mouse ES cells at the *Hprt1* and *Sox2* integration sites, and the locus integrity was verified by sequencing at each step (Extended Data Fig. 10c–e). By performing the same sequencing assays as for *HPRT1* and *HPRT1R*, we found that *HPRT1R*^*noCpG*^ had lost H3K27me3 enrichment found in the flanking regions of *HPRT1R* but, notably, remained transcriptionally quiescent (Fig. 4b,c and Extended Data Fig. 10f–i).

**Fig. 4:**
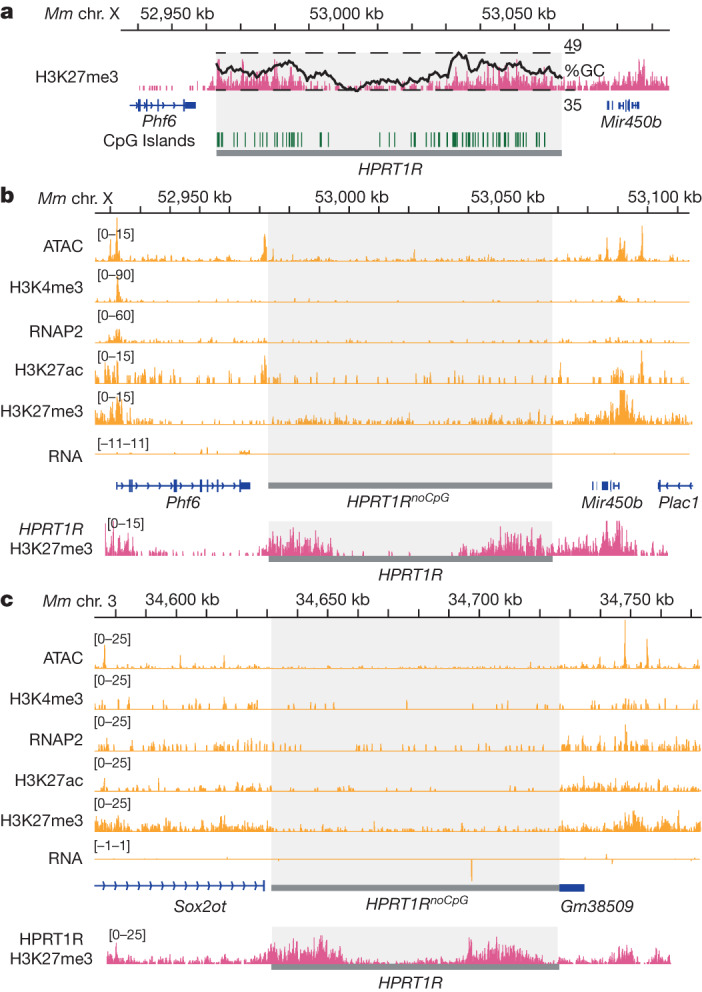
Characterization of a CpG-less HPRT1R locus. **a**, GC content overlaid with *HPRT1R* H3K27me3 CUT&RUN in mouse ES cells. GC content was calculated over 5-kb windows, and the range from 35–49% is indicated as a black line overlaying the sequencing track. CpG islands, as predicted using EMBOSS CpGplot^68^, are indicated. **b**,**c**, Sequencing tracks for ATAC-seq, H3K4me3, RNAP2, H3K27ac and H3K27me3 CUT&RUN, and RNA-seq over the *HPRT1R*^*noCpG*^ locus integrated into the mouse genome on chromosome X, clone *HPRT1R*^*noCpG*^ chromosome X (1) (**b**) and on chromosome 3, clone *HPRT1R*^*noCpG*^ chromosome 3 (1) (**c**). The synthetic locus region (*HPRT1R*^*noCpG*^) is shaded. Approximately 50 kb of flanking mouse genome is included with annotated mouse genes indicated. RNA-seq tracks are stranded, displayed with reverse strand reads inverted and below forward strand reads. The H3K27me3 CUT&RUN track for *HPRT1R* (copied from Fig. 3) is included below the respective tracks for *HPRT1R*^*noCpG*^ at each genomic position.

## Discussion

By introducing synthetic reversed loci into both yeast and mouse ESCs, genomic activity across large swaths of evolutionarily naive DNA sequence can be assessed, shedding light on apparent fundamental differences in default genomic states between the two divergent cell types. In yeast, we observed widespread activity of both synthetic loci, despite the lack of promoters evolved for yeast gene expression, which did not correlate with known functional elements in the *HPRT1* locus. Previous studies in yeast have reported pervasive transcription^10,36–39^, which is generally predicted to arise from functionally specific or productive transcription. While this work was in preparation, other groups have similarly demonstrated widespread activity from an 18-kb random sequence^40^, a 244-kb sequence designed for data storage^41^, and exogenous human^42^ and bacterial^43^ chromosomes in yeast. These results, along with those from our two synthetic reversed loci, provide independent examples of active transcription in medium-to-large DNA sequences that lack evolved yeast regulatory sequences. These studies all support a hypothesis that the default state in yeast is open and active, and newly introduced loci provide ample substrates for spurious transcription initiation. Naturally, exogenous DNA may be introduced through horizontal gene transfer in the form of conventional viruses and other infectious molecules, even across relatively vast phylogenetic distances^44–47^. Yeast is largely insulated by a thick cell wall during the majority of its life cycle, and lacks conventionally transmitted viruses. Thus, yeast might be an outlier, able to afford an open, active default state to a greater extent than other eukaryotic cells.

Pervasive transcription may represent an adaptive strategy in fast-growing single-celled organisms such as yeast, in which widespread transcription of even non-coding sequences provides a chance for new, potentially favourable ‘neogenes’ to arise^48^. We observed that the RNA-seq signal was enriched in GC-rich flanking regions of both synthetic loci, possibly reflecting the increased stability of GC-rich transcripts^49–51^, and indeed new genes in yeast preferentially emerge in GC-rich intergenic regions^52^. We show here that GC-rich regions also underlie increased levels of transcription across completely non-functional loci, enabling a preview of what happens before genes are established, and generally supporting an ‘expression-first’ hypothesis^53^ for neogene formation. Following these strains harbouring synthetic loci over multiple generations may reveal whether the widespread activity seen here is tuned, or even whether novel genes can arise from such newly introduced sequences.

In contrast to yeast, activity of the novel *HPRT1R* synthetic locus was largely shut down in mouse ES cells. The *HPRT1* locus behaved as expected, faithfully recapitulating the activity of endogenous *HPRT1* in human ES cells and of *Hprt1* in mouse ES cells, indicating that the mouse ES cells have had ample opportunity to properly chromatinize the synthetic loci at the time of our analysis. *HPRT1R* showed no evidence of transcriptional activity in mouse ES cells, but did show that enrichment of H3K27me3 correlated with increased GC content and CpG islands, with an almost identical chromatin profile when integrated at two completely distinct genomic locations. It has been demonstrated previously that GC-rich sequences are important for Polycomb recruitment, particularly when the region is devoid of activating sequence motifs^30–35^. Although specific transcription factors and non-coding RNAs have also been hypothesized to have a role in Polycomb recruitment, our results are in line with observations by other groups showing that shorter sequences from *Escherichia coli*^31^ or artificial sequences designed in silico^34^, similarly devoid of mammalian TFBSs, were capable of recruiting PRC2 when integrated into the genome of mouse ES cells, suggesting that specific sequences are not required for PRC2 targeting.

Mammalian genomes are generally depleted of CpG dinucleotides^54,55^. In the *HPRT1R* locus, all GpC dinucleotides from the forward *HPRT1* are converted to CpGs, resulting in a significant 3.75-fold enrichment of this dinucleotide compared to *HPRT1*, with an observed/expected CpG ratio of 1.05 compared to 0.28 in the forward sequence. CpG dinucleotides have specifically been implicated in Polycomb recruitment^32–35^, and could explain why H3K27me3 enrichment is observed in GC-rich regions. H3K27me3 enrichment was absent in the CpG-less version of *HPRT1R*, but transcriptional activity was not restored. Thus, CpG enrichment indeed has a major role in Polycomb recruitment, but this active silencing is not responsible for the observed lack of activity. It will be informative to further modify the *HPRT1R* locus, introducing activating sequence elements such as enhancers, promoters or entire genes, and identify what elements are sufficient for introducing transcriptional activity.

The presence of extremely few RNA-seq reads mapping to the synthetic loci suggests that spurious transcription initiation is not common, and that much low-level transcription observed genome-wide may be a signal artefact or experimental noise, and does not reflect widespread functional transcription. Conversely, transcription observed at a significantly higher level may well be functional. It should be noted that these results are obtained from embryonic stem cells, and may not translate to all mammalian cells. Indeed, it has recently been reported that short random sequences inserted into *Drosophila* embryos can function as developmental enhancers, but are largely non-functional in early embryos^56^, perhaps suggesting that early embryonic genomes are generally less permissive to activity from novel sequences. As with the synthetic loci in yeast, it will be informative to measure activity arising from the *HPRT1R* locus over time, or following differentiation into different cell types that might express transcription factors that recognize chance binding sites occurring in the synthetic locus.

In comparing the same synthetic loci between the two different eukaryotic contexts, we can see substantial differences in each cell type’s requirement for transcriptional activity. Both forward and reverse loci contain thousands of TFBSs for both species, and also probably contain minor evolved sequence features, such as weak–weak base pairing and mutation periodicity around positioned nucleosomes^57^, as well as short palindromes, that would not be ablated by sequence reversal. Despite this, the loci are only broadly transcriptionally active in yeast, and we do indeed see enrichment of AT-rich stretches and short palindromes in the putative promoters, indicating that these relatively minor features may nonetheless suffice for initiating transcription. Conversely, the loci are broadly inactive in mouse ES cells, suggesting that the basic requirements for transcription in this genomic context are much more limited. Our reversed locus, although long for a sequence insertion into the mouse genome, still only represents a small fraction of an entire genome. Animal genomes are generally transcription-sparse, with even non-conserved long non-coding RNAs identified on average every 50–100 kb in the human genome^58,59^. Our reversed sequence might not be long enough for chance occurrence of a sufficiently dense cluster of proper TFBSs to initiate transcription in mouse ES cells, although the current sequence length is clearly sufficient for abundant spurious transcription in yeast cells.

The question remains of whether there are default states for gene expression. It is certainly true that the vast majority of the yeast genome is heavily transcribed and translated into proteins, whereas the opposite is true of mammalian protein-coding genes. The vast majority of animal DNA is packaged during replication into nucleosomes containing histones H3.1 and H3.2 (ref. ^60^), whereas subsequently activated regions are replaced by more yeast-like histone H3.3 nucleosomes, which are thought to be fundamentally more compatible with transcription^61^. Different genomes may respond differently to random DNA—for example, replacing yeast core nucleosomes with their human counterparts^62^ leads to a generally less permissive chromatin state, owing to intrinsically higher affinity of human nucleosomes for DNA^63,64^. However, we acknowledge that no sequence is truly random, and a future test of this hypothesis might involve evaluating thousands of sequences created by a random number generator. Indeed, as genome-engineering technologies advance, Eddy’s hypothetical multi-mega-base random genome becomes ever more plausible^13^.

In conclusion, we have used our ability to build unnatural synthetic loci as a tool to probe the default genomic states in two different eukaryotic cell types—yeast and mouse ES cells. We show that even without evolved regulatory elements, minor sequence features appear to elicit genomic activity, underlying pervasive transcription in yeast, and CpG-dependent H3K27me3 enrichment in mouse ES cells. Our results suggest that the default state in yeast is open and active, and this widespread transcription may facilitate exploitation of rare instances of horizontal transfer and provide raw fodder for neogene formation. By contrast, the default state in mouse ES cells is inactive, suggesting much more complex and limiting requirements for transcription. Here we have characterized large, evolutionarily naive sequences in different cell types, which exhibit distinct default genomic states.

## Methods

### Design of synthetic loci

The synthetic *HPRT1* locus has been described previously^18^. The synthetic *HPRT1R* locus was designed by reversing (but not reverse-complementing) the sequence of the human *HPRT1* locus corresponding to hg38 chromosome X:134429208-134529874. *HPRT1R*^*noCpG*^ was designed starting with the *HPRT1R* sequence, using a Python script to scan the sequence for occurrences of CG and randomly delete either the C or the G. As this sequence transformation can result in the formation of new CG instances, the script was reiterated until no CG sequences remained. We used software developed in house to split the synthetic loci into smaller DNA segments for commercial DNA synthesis. *HPRT1R* was split into 28 segments, 27 of ~4 kb and one of ~2 kb, and *HPRT1R*^*noCpG*^ was split into 36 segments, 35 of ~3 kb and one of 1,300 bp. Each synthetic segment had overlaps of ~300 bp, in both termini, with the neighbouring segments. MenDEL^69^ was used to design primers for junction PCR screening of yeast clones harbouring the correct assembly. Synthetic DNA segments were ordered from Qinglan Biotech, and junction PCR primers were ordered from IDT.

### Synthetic loci sequence features

Dinucleotides were counted across each synthetic locus. Expected CpG number was calculated as (no. of C × no. of G)/sequence length and CpG ratio was calculated as observed CpG/expected CpG. Yeast TFBSs were predicted by scanning the DNA sequences with the YEASTRACT+ database^65^. Mouse TFBSs were predicted using FIMO^66^ in the MEME suite using the JASPAR vertebrate motif database^67^.

### Yeast assembly and BAC recovery

All yeast work was performed starting with the parental strain BY4741 using standard yeast media. *HPRT1R* was assembled from 28 synthetic DNA segments, first as two half-assemblies that were then combined using eSwAP-In^18^. *HPRT1R*^*noCpG*^ was assembled from 36 synthetic segments in one step. For both *HPRT1R* and *HPRT1R*^*noCpG*^ assemblies, ~50 ng each of linearized and gel-purified yeast assembly vector (YAV) (pLM1110 (ref. ^17^), Addgene #168460) backbone DNA and purified assembly fragments were transformed into yeast using the high-efficiency lithium acetate method^70^. Transformants were plated on synthetic complete media lacking uracil or leucine (SC–Ura, SC–Leu) depending on the selectable marker (*URA3* for *HPRT1R* segments 1–15 half-assembly, and *LEU2* for *HPRT1R* segments 15–28 half-assembly and for *HPRT1R*^*noCpG*^ full assembly). Successful assemblies were screened by junction quantitative PCR (qPCR) on crude yeast genomic DNA (gDNA) prepared from 48 colonies from each assembly transformation. Crude yeast gDNA was prepared by performing three cycles of boiling in 20 mM NaOH at 98 °C for 3 min, followed by cooling at 4 °C for 1 min. Junction qPCRs were set up using an Echo 650 liquid handler (Labcyte) by dispensing 20 nl crude gDNA and 10 nl premixed junction primer pairs (50 µM) into a LightCycler 1536 Multiwell Plate (Roche 05358639001) containing 1 µl 1× LightCycler 1536 DNA Green mix (Roche 05573092001). qPCR reactions were performed using a LightCycler 1536 Instrument (Roche 05334276001) and successful assemblies were identified based on positive results for all junctions, defined as a having a *C*_t_ value lower than 30 (with exceptions for primer pairs determined to be consistently poor). Candidate assemblies were verified by next-generation sequencing. Libraries were prepared from 100 ng of DNA using the NEBNext Ultra II FS DNA Library Prep Kit for Illumina (NEB E7805L) with NEBNext Multiplex Oligos for Illumina (E7600S), according to the manufacturer’s protocol for FS DNA Library Prep Kit with Inputs ≤100 ng. Sequencing reactions were run on a NextSeq 500 system (Illumina SY-415-1001). Sequence-verified assemblons were recovered from yeast using the Zymoprep Yeast Miniprep I kit (Zymo Research D2001) and electroporated into TransforMax EPI300 Electrocompetent *E. coli* (Lucigen EC300150), recovered in LB + 5 mM MgCl_2_ at 30 °C for 1 h and then selected on LB + kanamycin agar plates. Bacteria colonies were screened by colony PCR for one or two assembly junctions to confirm that they contained the assemblon, then assemblon DNA was isolated from overnight cultures using ZR BAC DNA Miniprep kit (Zymo Research D4048) and verified by next-generation sequencing. eSwAP-In^18^ was used to combine the two *HPRT1R* half-assemblies. The sequence-verified assembly of segments 15–28 was purified from *E. coli* and digested with I-SceI and NotI to release the *HPRT1R* portion along with the *LEU2* marker. This digested segment was transformed into yeast harbouring the assemblon with segments 1–15, along with a Cas9–guide RNA (gRNA) expression vector, pYTK-Cas9 (ref. ^71^), with a *URA3*-targeting gRNA. The Cas9-induced break in the *URA3* marker was repaired with the *HPRT1R-*15–28-*LEU2* segment using homology provided by the common segment 15 and common sequence downstream of the selection markers. eSwAP-In transformants were selected on SC–Leu and colonies were picked to screen by junction PCR using a subset of primers spanning the entire locus. Candidate clones were verified by next-generation sequencing and recovered into *E. coli* as previously described.

The *HPRT1* locus was transplanted from its original assembly vector^18^ by restriction digestion of purified assemblon DNA with NotI and NruI to release the *HPRT1* locus, followed by co-transformation of the digested locus (~1.5 μg) along with the new, linearized, pLM1110 assembly vector (~100 ng) and linker DNAs that included *loxP* and *loxM* sites flanked by 200 bp of homology to the assembly vector and *HPRT1* locus (~50 ng each). Forty-eight colonies were picked following transformation and selection and crude yeast gDNA was screened by PCR using primers spanning the vector-*HPRT1* junctions. Candidate clones were verified by next-generation sequencing and recovered into *E. coli* as described above.

Assemblons were recovered from TransforMax EPI300 *E. coli* for delivery to mouse ES cells. Cultures of 250 ml cultures were grown at 30 °C with shaking overnight in LB + kanamycin + 0.04% arabinose to induce copy number amplification of the assemblon BAC. DNA was purified using the NucleoBond XtraBAC kit (Takara Bio 740436.25) and stored at 4 °C for less than one week before delivery to mouse ES cells.

### Integrating loci into the yeast genome

A landing pad containing a *URA3* cassette flanked by *loxM* and *loxP* sites was installed at YKL162C-A^21^ in yeast strains harbouring either *HPRT1* or *HPRT1R* assemblons. The landing pad was co-transformed, along with linker DNAs with terminal homologies to the yeast genomic locus and to the landing pad cassette (~200 ng each), into yeast as described above. Colonies were selected on SC–Ura plates, and 4 colonies were picked from each transformation and screened by PCR using primers spanning the genome–landing pad junctions. Landing pad integration was verified by Sanger sequencing of PCR products spanning the genome–landing pad junctions. The synthetic *HPRT1* and *HPRT1R* loci were integrated by Cre-mediated recombination. A *HIS3* plasmid expressing Cre-recombinase from a galactose-inducible promoter (pSH62 (ref. ^72^), Euroscarf P30120) was introduced by yeast transformation, single colonies were picked and grown to saturation in SC–His–Leu with raffinose, subcultured 1:100 in SC–His media with galactose, and plated on SC + 5-Fluoroorotic acid (5FOA) plates after 2 days of growth. 5FOA-resistant colonies were picked, screened by PCR using primers spanning the yeast genome–*HPRT1* or *HPRT1R* junctions, and verified by next-generation whole-genome sequencing as described above. Engineered yeast strains are available upon request.

### *Sphis5* insertion and transcription factor knockouts

The *His5* gene, including 5′ and 3′ untranslated regions, was cloned by PCR using Q5 high-fidelity DNA polymerase (New England Biolabs M0494L) from *S. pombe* genomic DNA. PCR primers were designed to add 40 bp of homology on each side for the desired target location in the synthetic *HPRT1* or *HRPT1R* sequence, or in the yeast genome. *Sphis5* PCR products were purified using the DNA Clean and Concentrator 5 kit (Zymo Research D4004) and transformed into *HPRT1* or *HPRT1R* episome-harbouring yeast strains, as described above. Transformations were selected on SC–His–Leu plates and correct insertions were determined by PCR using a forward primer annealing in the in the predicted promoter regions within the *HPRT1* or *HPRT1R* locus or yeast genome, outside of the homology arm, and a reverse primer annealing inside of the *Sphis5* sequence.

Select transcription factor genes were knocked out of His^+^ yeast strains by cloning the *URA3* expression cassette from pAV116 (Addgene #63183) using primers designed to add 40-bp homology arms targeting the genomic region upstream and downstream of the transcription factor coding sequence. *URA3* PCR products were purified using the DNA Clean and Concentrator 5 kit (Zymo Research D4004) and transformed into His^+^ yeast strains as above. Transformations were selected on SC–Leu–Ura and correct knockouts were verified by PCR using two sets of primers spanning the *URA3*–genome junctions.

### Yeast spot assays

Fitness of yeast strains following *Sphis5* insertions and transcription factor knockouts was assessed by spot assay. Yeast strains were grown to saturation in selective media and diluted to OD_600_ of 1 in sterile water. Five tenfold serial dilutions were made of each strain, and 5 μl of each dilution was spotted on agar plates using a multichannel pipette. Plates were incubated at 37 °C for 2 days before imaging. 3-AT, a competitive inhibitor of the *Sphis5* gene product, was used to better identify small magnitude changes in expression.

### Mouse ES cell culture

C57BL6/6J × CAST/EiJ (BL6xCAST) Δ*Piga* mouse ES cells, which enable PIGA-based Big-IN genome rewriting, have been described previously^17^. Mouse ES cells were cultured in 80/20 medium, which consists of 80% 2i medium (1:1 mixture of Advanced DMEM/F12 (ThermoFisher 12634010) and Neurobasal-A (ThermoFisher 10888022) supplemented with 1% N2 Supplement (ThermoFisher 17502048), 2% B27 Supplement (ThermoFisher 17504044), 1% GlutaMAX (ThermoFisher 35050061), 1% penicillin-streptomycin (ThermoFisher 15140122), 0.1 mM 2-mercaptoethanol (Sigma M3148), 1,250 U ml^−1^ LIF (ESGRO ESG1107l), 3 μM CHIR99021 (R&D Systems 4423), and 1 μM PD0325901 (Sigma PZ0162)), and 20% mouse ES cell medium (KnockOut DMEM (ThermoFisher 10829018) supplemented with 15% FBS (BenchMark 100106), 0.1 mM 2-mercaptoethanol, 1% GlutaMAX, 1% MEM non-essential amino acids (ThermoFisher 11140050), 1% nucleosides (EMD Millipore ES-008-D), 1% penicillin-streptomycin, and 1,250 U ml^−1^ LIF). Mouse ES cells were maintained on plates coated with 0.1% gelatin (EMD Millipore ES-006-B) at 37 °C in a humidified incubator with 5% CO_2_. C57BL6/6J × CAST/EiJ (BL6xCAST) mouse ES cells were originally provided by D. Spector, Cold Spring Harbor Laboratory, Cold Spring Harbor, NY. The BL6xCAST cell line was authenticated in next-generation capture-sequencing experiments, confirming cells as C57BL6/6J × CAST/EiJ hybrids on the basis of species-specific single-nucleotide polymorphisms. Cell lines were verified to be mycoplasma free prior to the study. There was no indication of contamination of any kind.

### Integrating synthetic loci into mouse ES cells

Integration of synthetic loci was performed using the Big-IN method^17^. First, a landing pad, LP-PIGA2, containing a polycistronic cassette, pEF1 α-PuroR-P2A-PIGA-P2A-mScarlet-EF1αpA, for selection and counterselection and flanked by *loxM* and *loxP* sites, was modified with homology arms for targeting the landing pad to the mouse *Hprt1* locus. Specifically, ~130-bp homology arms (amplified from a mouse *Hprt1* BAC) flanked by gRNA sites for the *Hprt1*-targeting gRNAs (see below) and protospacer adjacent motifs were cloned flanking the *lox* sites using BsaI Golden Gate Assembly. LP-PIGA2 was delivered to BL6xCAST Δ*Piga* mouse ES cells, along with Cas9–gRNA-expression plasmids (pSpCas9(BB)-2A-GFP, Addgene #48138) expressing gRNAs that target sites flanking the *Hprt1* locus, by nucleofection using the Neon Transfection System (ThermoFisher) as described^17^. One million cells were used per transfection with 5 μg of the landing pad plasmid and 2.5 μg each of Cas9–gRNA-expression plasmids. Cells were selected with 1 μg ml^−1^ puromycin starting day 1 post-transfection, with 6-thioguanine (Sigma-Aldrich A4660) starting day 7 post-transfection to select for the loss of *Hprt1*, and with 1 µM ganciclovir (Sigma PHR1593) to select against the landing pad plasmid backbone that contained a HSV1-ΔTK expression cassette. Candidate clones were picked on day 10, screened by qPCR using primers spanning the mouse genome–landing pad junctions and with primers for validating the loss of the endogenous *Hprt1* gene and the absence of landing pad backbone or pSpCas9 plasmid integration. Mouse ES cell clones were further verified by next-generation baited Capture-seq^17^ that the *Hprt1* locus was deleted and the landing pad was present on target. Genomic integration of a landing pad at *Sox2* has been described^20^, replacing only the BL6 allele in the hybrid BL6xCAST cell line, leaving the CAST *Sox2* allele intact. Engineered mouse ES cell lines are available upon request.

Delivery of the synthetic locus payloads was performed as described^17^ using the Amaxa 2b nucleofector (program A-23). In brief, 5 million cells were nucleofected with 5 μg pCAG-iCre (Addgene #89573) and 5 μg of assemblon DNA. Nucleofected mouse ES cells were treated with 10 µg ml^−1^ blasticidin for 2 days starting 1 day post-transfection to transiently select for the presence of the synthetic assemblons, and then with 2 nM proaerolysin for 2 days starting day 7 post-transfection to select for loss of *PIGA* in the landing pad cassette. Cells delivered with *HPRT1* were also selected with HAT medium (ThermoFisher Scientific 21060017) starting day 7 post-transfection. Clones were picked on day 9 post-transfection, expanded, and screened first by qPCR aided by an Echo 550 liquid handler (Labcyte) as described^20^ using primers spanning the junctions between the mouse genome and *HPRT1* or *HPRT1R* synthetic loci, and verified by Capture-seq^17^. For each locus integration we established two clonal cell lines from independent integration events.

### Whole-genome sequencing and Capture-seq

Whole-genome sequencing and Capture-seq were performed as previously described^17^. Biotinylated bait DNA was generated by nick translation from purified BACs and plasmids of interest: the mouse *Hprt1*- and *Sox2*-containing BACs (RP23-412J16, RP23-274P9 respectively, BACPAC Resources Center), the synthetic *HPRT1*, *HPRT1R*, and *HPRT1R*^*noCpG*^ BACs, LP-PIGA2, pCAG-iCre and pSpCas9(BB)-2A-GFP.

Sequencing and initial data processing were performed according to as previously described^17^ with modifications. Illumina libraries were sequenced in paired-end mode on an Illumina NextSeq 500 operated at the Institute for Systems Genetics. All data were initially processed using a uniform mapping pipeline. Sequencing adapters were trimmed with Trimmomatic v0.39 (ref. ^73^). Whole-genome and Capture-seq reads were aligned using BWA v0.7.17 (ref. ^74^) to a reference genome (SacCer_April2011/sacCer3 or GRCm38/mm10), including unscaffolded contigs and alternate references, as well as independently to *HPRT1* and *HPRT1R* custom references for relevant samples. PCR duplicates were marked using samblaster v0.1.24 (ref. ^75^). Generation of per base coverage depth tracks and quantification was performed using BEDOPS v2.4.35 (ref. ^76^). Data were visualized using the University of California, Santa Cruz Genome Browser. On-target, single-copy integrations are validated using DELLY^77^ call copy number variations, and bamintersect^17^ to identify unexpectedly mapping read pairs. Using these quality control steps, DELLY will identify duplications or deletions, and bamintersect will identify duplications based on read pairs mapping either between the end and the start of the synthetic locus (if duplicated in tandem) or between the synthetic locus and an unexpected genomic location (if duplicated by off-target integration). The sequencing processing pipeline is available at https://github.com/mauranolab/mapping.

### ATAC-seq

For yeast, two independent clones for each strain were inoculated into 5 ml of SC–Leu (for assemblon strains) or YPD (for integration strains) for overnight culture at 30 °C. Saturated overnight cultures were diluted to an OD_600_ of 0.1 and cultured for 6 h at 30 °C, until OD_600_ reached ~0.6. Around 5 × 10^6^ cells were taken from each culture, pelleted at 3,000*g* for 5 min, washed twice with 500 μl spheroplasting buffer (1.4 M sorbitol, 40 mM HEPES-KOH pH 7.5, 0.5 mM MgCl_2_), resuspended in 100 μl spheroplasting buffer with 0.2 U μl^−1^ zymolyase (Zymo Research E1004), then incubated for 30 min at 30 °C on a rotator. Spheroplasts were washed twice with 500 μl spheroplasting buffer then resuspended in 50 μl 1× TD buffer with TDE (Illumina 20034197). Tagmentation was performed for 30 min at 37 °C on a rotator and DNA was purified using the DNA Clean and Concentrator 5 kit (Zymo Research D4004). PCR was performed as previously described^78^ using 11 total cycles. The libraries were sequenced with 36-bp paired-end reads on a NextSeq 500 for ~1 million reads per sample.

For mouse ES cells, two independent cultures of each cell line were grown to medium confluency in 6-well plates. Cells were harvested by washing once with PBS, dissociated into single-cell suspension with TrypLE Express (ThermoFisher 12604013) and then neutralizing with equal volume mouse ES cell medium. Cells were counted and 50,000 were taken for tagmentation. Cells were pelleted at 500*g* for 5 min at 4 °C, washed with 50 μl cold PBS, resuspended in 50 μl cold ATAC lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630), spun down at 500*g* for 10 mins at 4 °C, resuspended in 50 μl TDE mix, and incubated at 37 °C on rotator for 30 mins. DNA was purified using the DNA Clean and Concentrator 5 kit (Zymo Research D4004). PCR was performed as previously described^78^ using 10 total cycles. The libraries were sequenced with 36-bp paired-end reads for ~50 million reads per sample.

Illumina libraries were sequenced on an Illumina NextSeq 500 operated at the Institute for Systems Genetics. Sequencing adapters were trimmed with Trimmomatic v0.39 (ref. ^73^). Reads were aligned using bowtie2 v2.2.9 (ref. ^79^) to custom references in which the synthetic locus sequences were present on separate chromosomes or inserted at their specific integration sites in the SacCer_April2011/sacCer3 or GRCm38/mm10 genomes (produced using the reform tool; https://gencore.bio.nyu.edu/reform/). Coverage tracks were produced in bigWig format using bamCoverage (deepTools v3.5.0)^80^ with bin size 10 and smooth length 100, normalized using RPGC to an effective genome size of 12,000,000 for sacCer3 and 2652783500 for mm10, and visualized using IGV v2.12.3 (ref. ^81^). Peaks were called using macs2 v2.1.0 (ref. ^82^) with the parameters: --nomodel -f BAMPE --keep-dup all -g 1.2e7 (sacCer3)/1.87e9 (mm10). Relative coverage analysis was performed as described below.

### RNA-seq

For yeast, the remaining culture that was not used for ATAC-seq was centrifuged at 3,000*g* for 5 min to pellet cells, washed once with water, pelleted again at 3,000*g* for 5 min, and cell pellets were frozen at −80 °C. Frozen pellets were resuspended in 200 μl lysis buffer (50 mM Tris-HCl pH 8, 100 mM NaCl) and lysed by disruption with an equal volume of acid washed glass beads, vortexing 10× 15 s. 300 μl lysis buffer was added and samples were mixed by inversion followed by a short centrifugation to collect all liquid in the tube. Supernatant (450 μl) was mixed with an equal volume of phenol:chloroform:isoamyl alcohol, vortexed for 1 min, and centrifuged at maximum speed for 5 min. 350 μl of the aqueous layer was then mixed with an equal volume of phenol:chloroform:isoamyl alcohol, vortexed for 1 min, and centrifuged at maximum speed for 5 min. RNA was precipitated from 300 μl of the aqueous phase by adding 30 μl of 3 M sodium acetate and 800 μl of cold 99.5% ethanol, briefly vortexing, and centrifuging at maximum speed for 10 min. The pellet was rinsed with 70% ethanol and dried at room temperature before dissolving in 100 μl of RNase-free DNase set (Qiagen 79254) and incubating at room temperature for 10 min to remove DNA. RNA was purified using the RNeasy Plus Mini kit (Qiagen 74136) and eluted in 30 μl RNase-free water. RNA-seq libraries were prepared from 1 μg total RNA using the QIAseq FastSelect -rRNA Yeast kit (Qiagen 334217) and QIAseq Stranded RNA Library kit (Qiagen 180743) according to the manufacturer’s protocol. The libraries were sequenced on a NextSeq 500 with 75 bp paired-end reads for ~45 million reads per sample.

For mouse ES cells, the remaining cells that were not used for ATAC-seq were pelleted at 500*g* for 5 min and RNA was isolated using Qiagen RNeasy Plus Mini kit, resuspending in 350 μl buffer RLT Plus + β-mercaptoethanol, with homogenization using QIAshredder columns (Qiagen 79654). RNA-seq libraries were prepared from 1 μg total RNA using QIAseq FastSelect -rRNA HMR (Qiagen 334386) and QIAseq Stranded RNA kits (Qiagen 180743) according to the manufacturer’s protocol. The libraries were sequenced with 75-bp paired-end reads for ~50 million reads per sample.

Illumina libraries were sequenced on an Illumina NextSeq 500 operated at the Institute for Systems Genetics. Sequencing adapters were trimmed with Trimmomatic v0.39 (ref. ^73^). STAR (v2.5.2a)^83^ was used to align reads, without providing a gene annotation file, to custom references in which the synthetic *HPRT1* and *HPRT1R* sequences were present on separate chromosomes or inserted at their specific integration sites in the SacCer_April2011/sacCer3 or GRCm38/mm10 genomes (produced using the reform tool; https://gencore.bio.nyu.edu/reform/). Coverage tracks were produced in bigWig format using bamCoverage (deepTools v3.5.0)^80^ with bin size 10 and smooth length 100, filtering by strand, normalizing using TMM^84^, and visualized using IGV v2.12.3 (ref. ^81^). Relative coverage analysis was performed as described below.

### CUT&RUN

For yeast, two independent colonies for each strain were inoculated into 5 ml of SC–Leu (for assemblon strains) or YPD (for integration strains) for overnight culture at 30 °C. Saturated overnight cultures were diluted to OD_600_ of 0.1 and cultured for ~6 h at 30 °C, until OD_600_ reached ~0.6. Cells were pelleted at 3,000*g* for 5 min, washed twice with water, and resuspended in spheroplasting buffer (1.4 M sorbitol, 40 mM HEPES-KOH pH 7.5, 0.5 mM MgCl_2_, 0.5 mM 2-mercaptoethanol). Spheroplasting was performed by adding 0.125 U μl^−1^ Zymolyase (Zymo Research E1004) and incubating at 37 °C for 45 min on a rotator. Nuclei were prepared as previously described^85^. Resuspended nuclei were split into aliquots of ~10^8^ nuclei each and snap frozen in liquid nitrogen.

For mouse ES cells, two independent cultures for each engineered cell line cells were harvested from tissue culture dishes using TrypLE Express (ThermoFisher 12604013), dissociated into single-cell suspension, and quenched with mouse ES cell medium. Crosslinking was performed by adding formaldehyde to a final concentration of 0.1% (v/v) and incubating at room temperature for 5 min with occasional mixing by inversion. Crosslinking was stopped by quenching with 125 mM glycine and incubating at room temperature for 5 min with occasional mixing by inversion. DMSO was added to a final concentration of 10% (v/v) and cells were frozen in aliquots of ~10^6^ cells.

Isolated yeast nuclei (~10^8^ per sample) or crosslinked mouse ES cells (~10^6^ per sample) were thawed and processed for CUT&RUN using the CUTANA ChIC/CUT&RUN kit (EpiCypher 14-1048) according to the manufacturer’s protocol. Antibodies were all used at 0.5 μg: rabbit IgG negative control (EpiCypher 13-0042), H3K4me3 (EpiCypher 13-0041), H3K27ac (EpiCypher 13-0045), H3K27me3 (Active Motif 39055, RRID: AB_2561020), RNAP2 (Santa Cruz Biotechnology sc-56767). Sequencing libraries were prepared using the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs E7645L) and sequenced with 75 bp paired-end reads for ~15 M reads for H3K4me3 and Pol II samples, and ~20 M reads for H3K27ac and H3K27me3 samples.

Illumina libraries were sequenced on an Illumina NextSeq 500 operated at the Institute for Systems Genetics. Sequencing adapters were trimmed with Trimmomatic v0.39 (ref. ^73^). Reads were aligned using bowtie2 v2.2.9 (ref. ^79^) to custom references in which the synthetic *HPRT1* and *HPRT1R* sequences were present on separate chromosomes or inserted at their specific integration sites in the SacCer_April2011/sacCer3 or GRCm38/mm10 genomes (produced using the reform tool; https://gencore.bio.nyu.edu/reform/). Coverage tracks were produced in bigWig format using bamCoverage (deepTools v3.5.0)^80^ with bin size 10 and smooth length 100, normalized using RPGC to an effective genome size of 12,000,000 for sacCer3 and 2,652,783,500 for mm10, and visualized using IGV v2.12.3 (ref. ^81^). Peaks were called using macs2 v2.1.0 (ref. ^82^) with the parameters: --nomodel -f BAMPE --keep-dup all -g 1.2e7 (sacCer3)/1.87e9 (mm10). Relative coverage analysis was performed as described below.

### CAGE-seq

RNA was isolated as described above for RNA-seq, using two replicate colonies for each yeast strain. CAGE libraries were prepared as previously described^24^,starting with 5 μg RNA, with the following modifications. SuperScript IV Reverse Transcriptase (Invitrogen 18090010) was used for the reverse transcription step. AMPure XP beads (Beckman Coulter A63881) were used for all bead cleanup steps. We also used custom-made linker and primer oligonucleotides so that linkers are universal to all samples and primers contain sample-specific barcodes. Libraries were amplified using universal forward and reverse primers with 20 cycles of PCR. Libraries were sequenced on with 75 bp paired-end reads for ~22 million reads per sample.

Illumina libraries were sequenced on an Illumina NextSeq 500 operated at the Institute for Systems Genetics. Sequencing adapters were trimmed with Trimmomatic v0.39 (ref. ^73^). The 5′ reads only were aligned using bowtie2 v2.2.9 (ref. ^79^) to custom references in which the synthetic *HPRT1* and *HPRT1R* sequences were present on separate chromosomes or inserted at their specific integration sites in the SacCer_April2011/sacCer3 or GRCm38/mm10 genomes (produced using the reform tool; https://gencore.bio.nyu.edu/reform/). Coverage tracks were produced in bigWig format using bamCoverage (deepTools v3.5.0)^80^ with bin size 1, filtering by strand, normalized using RPGC to an effective genome size of 12,000,000, and visualized using IGV v2.12.3 (ref. ^81^). Peaks were called using macs2 v2.1.0 (ref. ^82^) with the parameters: --nomodel -f BAM --keep-dup all -g 1.2e7.

### Locus copy number estimation

For copy number estimation in yeast strains, coverage depth was calculated from whole-genome sequencing data for the synthetic *HPRT1* and *HPRT1R* loci as well as the entire yeast genome (excluding chrM) using samtools v1.9 depth^86^, and the calculated depth of the synthetic loci was divided by the genome average.

### Sequencing coverage analysis

Relative coverage analysis was performed for yeast ATAC-seq, RNA-seq, and CUT&RUN experiments. Average coverage depth was calculated over the synthetic *HPRT1* and *HPRT1R* loci, 100-kb sliding windows of yeast genome using samtools v1.9 bedcov^86^, which reports the total read base count (the sum of per base read depths) per specified region, and then dividing the total read base count by the region size − 100,735 bp for the *HPRT1*/*HPRT1R* loci or 100,000 bp for the 100-kb windows. Coverage was corrected for estimated copy numbers of the *HPRT1* and *HPRT1R* episomes. The yeast genome was split into 100-kb sliding windows with 10-kb step size using bedtools v2.29.2 makewindows^87^. The average of the 100-kb windows was then calculated. The average coverage depth over the synthetic loci was then divided by the relevant genome average to determine relative coverage depth in each context (that is, *HPRT1* average coverage/average coverage of yeast 100-kb windows = relative coverage of *HPRT1* compared to the yeast genome). For peak analysis, total peaks were counted across the *HPRT1* and *HPRT1R* loci, or averaged over the yeast genome 100-kb windows.

For mouse genome RNA-seq read analysis, the mouse genome was split into 100-kb sliding windows with 10-kb step size using bedtools v2.29.2 makewindows^87^. The windows were then filtered to exclude ENCODE blacklist regions^88^, centromeres, telomeres, and annotated transcripts based on Gencode comprehensive gene annotation, release M10 (GRCm38.p4). RNA-seq reads were counted for the synthetic loci and for the 100-kb genomic windows using samtools v1.9 (ref. ^86^) view with arguments -c -F 2308 -L (reference bed file).

### Replicate correlation

Correlation between sequencing assay replicates was assessed using deepTools v3.5.0 (ref. ^80^) multiBigwigSummary to first calculate average bigWig scores for each dataset across the mouse genome in 10-kb bins, and across the yeast genome in 100-bp bins. Biological and technical replicates were compared using plotCorrelation with the following arguments: --corMethod pearson --whatToPlot scatterplot --skipZeros --removeOutliers --log1p.

### Metaplots analysis

TSSs were defined as the 5′ coordinate of the experimentally identified CAGE-seq peaks. Metaplots were produced using deepTools v3.5.0 (ref. ^80^) computeMatrix and plotProfile, with argument --plotType se. Matrices were computed for ATAC-seq and H3K4me3 CUT&RUN signals and profiles were plotted for TSSs across the *HPRT1* and *HPRT1R* loci and across the rest of the yeast genome.

### Motif analysis

Putative promoter regions in the synthetic *HPRT1* and *HPRT1R* loci were defined as 200 bp upstream and 100 bp downstream of the TSSs identified based on CAGE-seq peaks (above). Motif discovery was performed on the putative promoter regions, ATAC-seq peaks, and ATAC-seq peaks that intersect with putative promoters, identified with bedtools v2.29.2 intersect^87^. Regions of interest were combined from *HPRT1* and *HPRT1R* for motif analysis using MEME v4.102 (ref. ^25^) with a maximum motif width of 10 bp. This width was determined empirically by observing that increasing widths did not result in the predicting of any more informative motifs. Tomtom^27^ was performed to scan the identified motifs for matches to motifs in the YEASTRACT database^65^. GOmo^89^ was performed to identify gene ontology terms linked to gene promoters containing the identified motifs.

### Public sequencing data

We obtained UCSC browser data for CpG islands^90,91^, as well as the following ENCODE data^92^. DNase-seq from ES-E14 mouse embryonic stem cells, ENCSR000CMW^93^. Chromatin immunoprecipitation with sequencing (ChIP-seq) from ES-Bruce mouse embryonic stem cells, ENCSR000CBG, ENCSR000CDE, ENCSR000CFN^94^, ENCSR000CCC. RNA-seq from ES-E14 mouse embryonic stem cells, ENCSR000CWC, ENCSR000CWC. ATAC-seq data from embryonic day (E)11.5 mouse embryonic tissue, ENCSR282YTE, ENCFF936VGM^28^. ChIP-seq data from E11.5 mouse embryonic tissue, ENCSR427OZM, ENCFF952ZWD, ENCSR531RZS, ENCFF033UPR, ENCSR240OUM, ENCFF179QWF^28^. DNase-seq from H1 human ES cells ENCSR000EJN, ChIP-seq from H1 human ES cells ENCSR443YAS, ENCSR880SUY, ENCSR928HYM, RNA-seq from H1 human ES cells ENCSR000COU^95^. Long RNA-seq data from H1 human ES cells, ENCSR000COU, ENCFF563OKS, ENCFF501KFP, ENCFF407PJY, ENCFF761BKF^2^.

We obtained public sequencing data for yeast from the following datasets (Gene Expression Omnibus (GEO) accession numbers): ATAC-seq (GSM6139041), H3K4me3 ChIP-seq (GSM3193266), RNA-seq (GSM5702033) and yeast CAGE-seq (ref. ^96^).

### DNA reagents

Sequences and identifiers, where applicable, for all DNA reagents used in this study are available as supplementary material, including all oligonucleotides, synthetic DNA segments, plasmids, landing pads, homology arms and yeast strains.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-07128-2.

### Supplementary information

Supplementary Information A full guide to supplementary Tables 1–6 (tables supplied separately).

Reporting Summary

Supplementary Tables Supplementary Tables 1–6 – see Supplementary Information document for full descriptions.

## Data Availability

Data generated in this study are available in the NCBI GEO database under accession GSE252482.

# Supplementary material for: Synthetic reversed sequences reveal default genomic states
**Source:** Nature. 2024 Mar 6;628(8007):373–80. doi: 10.1038/s41586-024-07128-2
**Supplement:** Supplementary file 1 — A full guide to supplementary Tables 1–6 (tables supplied separately).

---

**Supplementary information**

---

**Synthetic reversed sequences reveal default genomic states**

---

In the format provided by the  
authors and unedited

The accompanying Supplementary Information Excel file (**SupplementaryInformation.xlsx**) contains tabs with the Supplementary Tables outlined below.

### **Supplementary Table 1**

Name, sequence, and length of plasmid vectors used in this work. A short description of each vectors purpose is included, as well as reference numbers for public plasmid repositories, if available.

### **Supplementary Table 2**

Sequences of landing pads used for genomic delivery of synthetic constructs, as well as a brief description of their components, listed 5' -> 3', and a short description of their purpose.

### **Supplementary Table 3**

Number, sequence, and length of synthetic DNA segments used for *de novo* assembly of *HPRT1R* and *HPRT1RnoCpG*, as well as length of overlap with the previous segment used for homology-directed repair.

### **Supplementary Table 4**

Names and sequences of all oligos used in this work, as well as a short description of their purpose. Names of oligos used for junction PCR include the junction they are used to screen for, as well as the direction of the oligo. For example, *hHPRT1R\_1-2\_FP* is used to screen the *HPRT1R* assembly for the junction between segments 1 and 2 (*I-2*), and this oligo is in the forward direction (*FP*).

### **Supplementary Table 5**

Description of homology arms used for genomic integrations of landing pads in this work. Reference genomes and specific coordinates are provided, along with specific sequences and a short description of their purpose.

### **Supplementary Table 6**

Description of yeast strains used in this work, including their common/collection name, alias as used in this manuscript, genotype listing genomic modifications, type of YAC/BAC present, marker on the YAC/BAC, and a short description.

# Supplementary material for: Synthetic reversed sequences reveal default genomic states
**Source:** Nature. 2024 Mar 6;628(8007):373–80. doi: 10.1038/s41586-024-07128-2
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for data collection.                                                                                                                                                                                                                                                                                                                                                             |
| Data analysis   | Next generation sequencing data was analyzed using publicly available tools: Trimmomatic v0.39, BWA v0.7.17, samblaster v0.1.24, BEDOPS v2.4.35, bowtie2 v2.2.9, samtools v1.9, bedtools v2.29.2, deepTools v3.5.0, macs2 v2.1.0, IGV v2.12.3, meme v4.10.2.<br>Bar charts were produced using Prism 9 for macOS v9.5.0. Statistical comparison was performed using Microsoft Excel for Mac v16.66.1. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

- All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:
- Accession codes, unique identifiers, or web links for publicly available datasets
  - A description of any restrictions on data availability
  - For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data generated in this study are available in the NCBI GEO database under accession GSE252482.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

### Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes of 2 biological replicates for each cell line/strain were chosen as a minimum number to validate reproducibility.                                                                                                                                                                             |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                   |
| Replication     | 2 biological replicates were performed for each cell line/strain in each experiment, with 2 technical replicates (independent clones/cell cultures) for each. All replicates agreed with each other.                                                                                                       |
| Randomization   | Randomization was not relevant to the study as samples did not undergo any experimental treatment.                                                                                                                                                                                                         |
| Blinding        | Blinding was not relevant during data collection as all samples were assayed with the same experimental conditions. Blinding was not possible during data analysis as sequencing files contained sample identifiers, and data had to be mapped to custom reference sequences relevant to each sample type. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Rabbit IgG Negative Control (EpiCypher 13-0042, Lot No: 22200005-81)<br>H3K4me3 (EpiCypher 13-0041, Lot No: 22318007-81)<br>H3K27ac (EpiCypher 13-0045, Lot No: 22040004-81)<br>H3K27me3 (Active Motif 39055, Lot No: 16021022, RRID:AB_2561020)<br>Pol II (Santa Cruz Biotechnology sc-56767, Lot No: D0521)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Validation      | <p>Per EpiCypher's website: "All antibodies are validated with gold standard application-specific approaches to ensure reliable results." Validation experiments are provided for each antibody on the product-specific webpage.</p> <p>Per Active Motif's website: "Antibodies are manufactured in-house, where they undergo rigorous validation procedures to ensure their quality and performance. [Their] team of scientists have also validated these antibodies for use in the applications ... such as ... ChIP-Seq ..."</p> <p>ChIP-seq validation experiments are provided on the antibody-specific (H3K27me3) page.</p> <p>Per Santa Cruz Biotechnology's website, the Pol II antibody has been cited 81 times, including IP protocols. Western blot validation is provided on the product-specific web page.</p> <p>EpiCypher's CUTANA protocol suggests 0.5 µg antibody per ChIP experiment.</p> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                              |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | C57BL6/6J × CAST/EiJ (BL6xCAST) mESCs were originally provided by David Spector, Cold Spring Harbor Laboratory, Cold Spring Harbor, NY                                       |
| Authentication                                                       | The BL6xCAST cell line is authenticated in next generation capture-sequencing experiments, confirming cells are C57BL6/6J × CAST/EiJ hybrids based on species-specific SNPs. |
| Mycoplasma contamination                                             | The cell lines were not tested for mycoplasma. There was no indication of any kind of contamination.                                                                         |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                              |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|--------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://genome.med.nyu.edu/public/boekelab/HPRT1_HPRT1R_shared_data/">https://genome.med.nyu.edu/public/boekelab/HPRT1_HPRT1R_shared_data/</a>                                                                                                                                                                                                                                                                               |
| Files in database submission                                       | <i>Provide a list of all files available in the database submission.</i>                                                                                                                                                                                                                                                                                                                                                              |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | <a href="https://genome.ucsc.edu/s/bcamellato/HPRT1_HPRT1R_mm10_tracks">https://genome.ucsc.edu/s/bcamellato/HPRT1_HPRT1R_mm10_tracks</a><br><a href="https://genome.ucsc.edu/s/bcamellato/HPRT1_HPRT1R_sacCer3_tracks">https://genome.ucsc.edu/s/bcamellato/HPRT1_HPRT1R_sacCer3_tracks</a><br><a href="https://genome.ucsc.edu/s/bcamellato/HPRT1_HPRT1R_track_hub">https://genome.ucsc.edu/s/bcamellato/HPRT1_HPRT1R_track_hub</a> |

## Methodology

|                  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates       | 2 biological replicates were performed, using two independent clones for each mouse ES cell line and two different yeast strains, one with the synthetic sequence on an episome and one integrated. 2 technical replicates were performed for each cell line/strain using independent clones/cell cultures. Replicates agreed well with each other.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Sequencing depth | <p>Sample Total reads Mapped and paired Average quality Length (bp)</p> <p>HPRT1_HPRT1_HPRT1_mBRC216~Hprt~1-H3K27ac-BS17241A 21665458 20697336 34.4 36 Paired</p> <p>HPRT1_HPRT1_HPRT1_mBRC216~Hprt~1-H3K27me3-BS17249A 23853996 23210486 34 36 Paired</p> <p>HPRT1_HPRT1_HPRT1_mBRC216~Hprt~1-H3K4me3-BS17233A 15840038 14144038 34.2 36 Paired</p> <p>HPRT1_HPRT1_HPRT1_mBRC216~Hprt~1-IgG-BS17225A 10606214 7790314 34.4 36 Paired</p> <p>HPRT1_HPRT1_HPRT1_mBRC216~Hprt~1-PolIII-BS17257A 20133316 18883604 34.3 36 Paired</p> <p>HPRT1_HPRT1_HPRT1_mBRC216~Hprt~2-H3K27ac-BS17242A 21702010 20684368 34.3 36 Paired</p> <p>HPRT1_HPRT1_HPRT1_mBRC216~Hprt~2-H3K27me3-BS17250A 26053158 25334738 34.3 36 Paired</p> <p>HPRT1_HPRT1_HPRT1_mBRC216~Hprt~2-H3K4me3-BS17234A 17378218 15439176 34.2 36 Paired</p> <p>HPRT1_HPRT1_HPRT1_mBRC216~Hprt~2-IgG-BS17226A 11320084 9199978 34.4 36 Paired</p> <p>HPRT1_HPRT1_HPRT1_mBRC216~Hprt~2-PolIII-BS17258A 19604052 17809598 34.3 36 Paired</p> <p>HPRT1_HPRT1_HPRT1_mBRC217~Hprt~1-H3K27ac-BS17243A 24117926 23094896 34.4 36 Paired</p> <p>HPRT1_HPRT1_HPRT1_mBRC217~Hprt~1-H3K27me3-BS17251A 25999356 25228926 34.4 36 Paired</p> |

HPRT1\_HPRT1\_HPRT1\_mBRC217~Hprt~1-H3K4me3-BS17235A 17874308 15913278 34.3 36 Paired  
 HPRT1\_HPRT1\_HPRT1\_mBRC217~Hprt~1-IgG-BS17227A 11473490 7816712 34.4 36 Paired  
 HPRT1\_HPRT1\_HPRT1\_mBRC217~Hprt~1-PolII-BS17259A 21426144 19324576 34.2 36 Paired  
 HPRT1\_HPRT1\_HPRT1\_mBRC217~Hprt~2-H3K27ac-BS17899A 32831410 31011302 33.7 36 Paired  
 HPRT1\_HPRT1\_HPRT1\_mBRC217~Hprt~2-H3K27me3-BS17252A 25391208 24659536 34.4 36 Paired  
 HPRT1\_HPRT1\_HPRT1\_mBRC217~Hprt~2-H3K4me3-BS17236A 16105174 14167044 34.2 36 Paired  
 HPRT1\_HPRT1\_HPRT1\_mBRC217~Hprt~2-IgG-BS17228A 9204230 6758042 34.4 36 Paired  
 HPRT1\_HPRT1\_HPRT1\_mBRC217~Hprt~2-PolII-BS17260A 20340090 18718558 34.3 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC218~Hprt~1-H3K27ac-BS17245A 20478188 19543126 34.1 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC218~Hprt~1-H3K27me3-BS17253A 22053376 21466308 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC218~Hprt~1-H3K4me3-BS17237A 16258424 14347006 34.3 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC218~Hprt~1-IgG-BS17229A 12158780 9275884 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC218~Hprt~1-PolII-BS17261A 20819774 18796878 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC218~Hprt~2-H3K27ac-BS17246A 21979138 20893572 34.3 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC218~Hprt~2-H3K27me3-BS17254A 26609660 25853490 34.3 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC218~Hprt~2-H3K4me3-BS17238A 16651588 14514940 34.3 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC218~Hprt~2-IgG-BS17230A 9690932 6453982 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC218~Hprt~2-PolII-BS17262A 20495150 17752444 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC219~Hprt~1-H3K27ac-BS17247A 23179086 22193088 34.2 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC219~Hprt~1-H3K27me3-BS17255A 24300586 23620600 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC219~Hprt~1-H3K4me3-BS17239A 17958976 15080938 34.3 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC219~Hprt~1-IgG-BS17231A 12798628 8002584 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC219~Hprt~1-PolII-BS17263A 20941678 18749922 34.3 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC219~Hprt~2-H3K27ac-BS17248A 24343656 23132290 34.2 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC219~Hprt~2-H3K27me3-BS17256A 26795556 25976728 34.3 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC219~Hprt~2-H3K4me3-BS17240A 17542058 14848610 34.3 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC219~Hprt~2-IgG-BS17232A 12572468 8156830 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC219~Hprt~2-PolII-BS17264A 21521354 18982398 34.3 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC348~Sox2~1-H3K27ac-BS22244A 19368656 17292514 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC348~Sox2~1-H3K27me3-BS22257A 21113202 19900326 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC348~Sox2~1-H3K4me3-BS22231A 15256926 8129980 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC348~Sox2~1-IgG-BS22218A 13179608 3766346 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC348~Sox2~1-PolII-BS22270A 15772544 11334552 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC348~Sox2~2-H3K27ac-BS22245A 20834006 18433676 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC348~Sox2~2-H3K27me3-BS22258A 23776090 22482118 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC348~Sox2~2-H3K4me3-BS22232A 17102232 8562486 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC348~Sox2~2-IgG-BS22219A 13315878 4477384 34.6 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC348~Sox2~2-PolII-BS22271A 15222544 9620940 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC349~Sox2~1-H3K27ac-BS22246A 29913848 26442758 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC349~Sox2~1-H3K27me3-BS22259A 21229536 20135096 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC349~Sox2~1-H3K4me3-BS22233A 20222468 12254082 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC349~Sox2~1-IgG-BS22220A 11691278 4004390 34.6 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC349~Sox2~1-PolII-BS22272A 13370126 8909256 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC349~Sox2~2-H3K27ac-BS22247A 20434500 17367916 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC349~Sox2~2-H3K27me3-BS22260A 29143952 27354700 34.3 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC349~Sox2~2-H3K4me3-BS22234A 17389038 8756552 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC349~Sox2~2-IgG-BS22221A 12510504 3742298 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1R~full\_mBRC349~Sox2~2-PolII-BS22273A 16324292 10160248 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC350~Hprt~1-H3K27ac-BS22240A 15622008 12913858 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC350~Hprt~1-H3K27me3-BS22253A 22083640 20627026 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC350~Hprt~1-H3K4me3-BS22227A 15678922 8515740 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC350~Hprt~1-IgG-BS22214A 13570056 4270610 34.6 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC350~Hprt~1-PolII-BS22266A 14952698 10139458 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC350~Hprt~2-H3K27ac-BS22241A 17282152 14859906 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC350~Hprt~2-H3K27me3-BS22254A 19419410 18127992 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC350~Hprt~2-H3K4me3-BS22228A 17258502 9447216 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC350~Hprt~2-IgG-BS22215A 13167158 4003052 34.6 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC350~Hprt~2-PolII-BS22267A 14472380 9984408 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC351~Hprt~1-H3K27ac-BS22242A 17757308 15303620 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC351~Hprt~1-H3K27me3-BS22255A 22019400 20779140 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC351~Hprt~1-H3K4me3-BS22229A 19013778 11917456 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC351~Hprt~1-IgG-BS22216A 11470128 4204470 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC351~Hprt~1-PolII-BS22268A 14779752 10566236 34.3 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC351~Hprt~2-H3K27ac-BS22243A 17076856 14723290 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC351~Hprt~2-H3K27me3-BS22256A 22751050 21500238 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC351~Hprt~2-H3K4me3-BS22230A 18041610 11128594 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC351~Hprt~2-IgG-BS22217A 13196078 4912212 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC351~Hprt~2-PolII-BS22269A 15087322 10469842 34.3 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC352~Sox2~1-H3K27ac-BS22238A 21745598 19063638 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC352~Sox2~1-H3K27me3-BS22251A 24843242 23386880 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC352~Sox2~1-H3K4me3-BS22225A 18960622 11889406 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC352~Sox2~1-IgG-BS22212A 15947780 6967176 34.6 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC352~Sox2~1-PolII-BS22264A 16287034 11279224 34.4 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC352~Sox2~2-H3K27ac-BS22239A 21974598 19648288 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC352~Sox2~2-H3K27me3-BS22252A 22003352 20759686 34.6 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC352~Sox2~2-H3K4me3-BS2226A 17094392 10100370 34.5 36 Paired

HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC352~Sox2~2-IgG-BS22213A 15981726 5457894 34.6 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC352~Sox2~2-PolII-BS22265A 19097468 12641874 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC353~Sox2~1-H3K27ac-BS22236A 18946298 16604536 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC353~Sox2~1-H3K27me3-BS22249A 22801242 21426632 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC353~Sox2~1-H3K4me3-BS22223A 17382158 11481496 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC353~Sox2~1-IgG-BS22210A 14152056 4445236 34.6 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC353~Sox2~1-PolII-BS22262A 15820542 11884942 34.3 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC353~Sox2~2-H3K27ac-BS22237A 16830752 14761594 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC353~Sox2~2-H3K27me3-BS22250A 19684274 18760184 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC353~Sox2~2-H3K4me3-BS22224A 16897214 9808368 34.5 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC353~Sox2~2-IgG-BS22211A 13679942 3712724 34.6 36 Paired  
 HPRT1R\_hHPRT1R\_hHPRT1RnoCpG\_mBRC353~Sox2~2-PolII-BS22263A 14144010 9893282 34.5 36 Paired

HPRT1\_Sc\_H3K4me3\_YAC\_rep1 12990872 11961178 34.5 36 Paired  
 HPRT1\_Sc\_IgG\_YAC\_rep1 12942840 3068353 34.4 36 Paired  
 HPRT1\_Sc\_H3K4me3\_YAC\_rep2 14770434 13641102 34.4 36 Paired  
 HPRT1\_Sc\_IgG\_YAC\_rep2 11836572 4216222 34.4 36 Paired  
 HPRT1\_Sc\_H3K4me3\_int\_rep1 11296374 10498153 34.4 36 Paired  
 HPRT1\_Sc\_IgG\_int\_rep1 13623714 4120648 34.4 36 Paired  
 HPRT1\_Sc\_H3K4me3\_int\_rep2 11073750 10139640 34.4 36 Paired  
 HPRT1\_Sc\_IgG\_int\_rep2 13963488 4208041 34.4 36 Paired  
 HPRT1R\_Sc\_H3K4me3\_YAC\_rep1 14445808 14127085 34 36 Paired  
 HPRT1R\_Sc\_IgG\_YAC\_rep1 14633874 3561532 34.5 36 Paired  
 HPRT1R\_Sc\_H3K4me3\_YAC\_rep2 12439776 11382881 34.3 36 Paired  
 HPRT1R\_Sc\_IgG\_YAC\_rep2 13516046 4047291 34.3 36 Paired  
 HPRT1R\_Sc\_H3K4me3\_int\_rep1 11285006 10654608 34.4 36 Paired  
 HPRT1R\_Sc\_IgG\_int\_rep1 12814276 3628868 34.5 36 Paired  
 HPRT1R\_Sc\_H3K4me3\_int\_rep2 12519490 11412333 34.5 36 Paired  
 HPRT1R\_Sc\_IgG\_int\_rep2 13205994 4467406 34.5 36 Paired

#### Antibodies

Rabbit IgG Negative Control (EpiCypher 13-0042, Lot No: 22200005-81)  
 H3K4me3 (EpiCypher 13-0041, Lot No: 22318007-81)  
 H3K27ac (EpiCypher 13-0045, Lot No: 22040004-81)  
 H3K27me3 (Active Motif 39055, Lot No: 16021022, RRID:AB\_2561020)  
 Pol II (Santa Cruz Biotechnology sc-56767, Lot No: D0521)

#### Peak calling parameters

Read mapping: bowtie2  
 Peak calling: macs2 callpeak --nomodel -f BAMPE -t \$1 -g 1.87e9 --outdir \$2 -n \$3 --keep-dup all

#### Data quality

macs2 callpeak was run with default parameters, including minimum FDR of 0.05 and minimum of 50-fold enrichment.

#### Software

Read mapping: bowtie2  
 Peak calling: macs2 callpeak --nomodel -f BAMPE -t \$1 -g 1.87e9 --outdir \$2 -n \$3 --keep-dup all  
 Coverage map: bamCoverage -b \$1 -o \$2.bw --normalizeUsing RPGC -bs 1 --effectiveGenomeSize 2652783500  
 Coverage depth: samtools bedcov

How the deposited data were processed for this re-analysis (not part of the article)

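Chromatin accessibility was measured by ATAC-seq in 4 yeast strains, each with 2 independent clones, giving 8 libraries. The strains carried *HPRT1* or *HPRT1R* as an episome (SC-Leu medium) or integrated on chromosome XI (YPD). Samples were grouped by locus and context as labelled, and replicates are the clones of a strain. The data from mouse cells and the other yeast assays were not analysed here.

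The authors trimmed the reads, aligned them with bowtie2 to a custom sacCer3 reference with the locus and its vector as a separate sequence, and called peaks with MACS2 for paired-end fragments, keeping duplicates, without a control and at its default q threshold of 0.05. Each library has its own list and replicates were not pooled. For each peak the deposited lists give the fold enrichment at the summit as a ratio, the −log10 p-value and the −log10 q-value, all relative to the background of the same library. These are the authors' values and were used to describe, rank and filter peaks within a list. A deeper library or a locus present in more copies gives the caller more power, so numbers of peaks are not independent of depth. No step that shifts reads to the transposase cut site is stated for these peaks, which were called on whole fragments.

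From the ratio and the p-value of each peak, the fragment count at the summit and the local background were solved for, with a misfit of at most 0.001 in −log10 p for 99.3% to 99.6% of the peaks. On 1000 simulated peaks the counts were recovered in 100% and the background within 1% in 100%. The local background is an average over up to 10 kb and has the genome-wide mean as its lowest value, within 1% of which 79.3% to 91.5% of the nuclear peaks lay. The files give no read totals, so no sampling intervals are given.

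The reference used for genes and windows has the sequences of the homology arms at the sacCer3 coordinates that the paper lists, and no peak extends past the end of its chromosome. Windows were made with bedtools 2.31.1, and everything else was computed with Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1. Figures were drawn with matplotlib 3.10.9. The mitochondrial chromosome and peaks on the vector were left out of the genome average.

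Log2 ratios over the 8 libraries were tested with exact two-sided sign-flip permutation tests, which count the clones of a strain as independent. For the ratio of median local backgrounds this test was planned but is not used, because the ratio cannot fall below 1. The episomal and integrated loci were compared with exact permutations within each locus, whose 36 arrangements cannot give a p under 0.0556. Jaccard indices, shares of summits in promoters and distances to sites were tested one-sided against circular shifts. Every shift by 1 bp was enumerated, except for reciprocal overlaps, where shifts were 100 bp apart, and for peaks that overlap promoter windows in the whole genome, where they were spaced more widely. For promoters the largest p of the 8 libraries was used for the call. In 200 simulated sets of 40 independent peaks, the overlap test gave a p under 0.05 in 6.5%, the promoter test in 5% and the site test in 4.5%. The first 2 did so in 100% of sets made to share 20 of 40 peaks. That power does not carry over to promoters near the integration site, with 6 to 11 summits per library.

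The peaks named were fixed beforehand as the 3 regions of each locus with the highest mean rank by fold enrichment among those with a peak in all 4 libraries, the peaks within 1 kb of the start of *HPRT1* or its mirrored position, and the peaks nearest the *Sphis5* insertion sites. The genes named were fixed as those next to the integration site with a promoter peak in all 8 libraries, the yeast genes that the paper names, and the genomic regions that differed between contexts. The other regions near the integration site were named after their values were seen.

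The tests, the main settings and most alternatives were fixed before the data were examined. The alternatives were stricter q thresholds, the same number of peaks in every library (1029), counting peaks by their summits, other genome averages and flanks of 25 kb, a reciprocal overlap of at least 50%, the mean in place of the median background, other definitions of promoters, each replicate left out and a replicate block. A value without a test counted as unchanged when it moved by at most 1 SD between replicates. Where no SD could be had, a change of up to 50% counted as unchanged, and counts and genomic Jaccard indices were allowed a factor of 1.5. The 50% limit, and the use of the factor for Jaccard indices, were conventions of this re-analysis.

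Copy numbers of the episomes and the CAGE-seq start sites were not used here.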

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

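The tests on *LEU2* and on the labels of the libraries were chosen after the results were seen, and the count over other splits, although planned, had its expectation written down only after the counts had been seen.

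The 4 episomal libraries had a mean of 3.75 peaks on the assembly vector (3 to 4 each) and the 4 integrated libraries had 0. The paper does not report peaks on the vector. Recurrent peaks lay on the sequence that follows the locus, for example at 105599 to 106613 and 110609 to 113099 in the first clone of the *HPRT1* episome. If episomal and integrated libraries had been mislabelled, some library would go against its label. The number of libraries whose vector peaks go against their label was 0, which argues against mislabelled contexts. It does not bear on whether *HPRT1* and *HPRT1R* or the clones were exchanged. That the vector is open in cells that carry it stays a hypothesis, since its coverage was as high as that of the episomes and its sequence features were not analysed here.

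On the nuclear chromosomes, 7 of 1840 regions had a peak in all 4 libraries of one context and in none of the other, 2 in the episomal and 5 in the integrated strains. Of other splits of the libraries, some give as many: 3 of the 35 splits of the 8 libraries into 4 and 4, the real one included, had at least 7 such regions, and the most in any split was 8. With the same number of peaks in every library there were again 7, and 1 of 35 splits, the real one, reached this number. At a −log10 q of at least 5 there were 5 (5 of 35 splits), and with an overlap of at least 50% of the region 6 (10 of 35 splits). Without replicate 1 there were 102 and without replicate 2 there were 106, where 3 splits are too few for a share under 0.05. Chance is thus enough for a number of this size in 3 of these 4 counts over 35 splits and not in the other, and the question stays open. Peaks in the episomal strains alone lay at *LEU2* on chromosome III (91080 to 92376) and at *ILV5* on chromosome XII (838125 to 838915). Those in the integrated strains alone lay at 92506 to 92771 and 289671 to 289951 on chromosome XII, 61360 to 61948 on chromosome III at *LSB5*, 197236 to 197616 on chromosome X and 138395 to 138720 on chromosome VI. A difference between media or contexts was not tested apart, because each context was grown in a single medium.

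For *LEU2* a technical explanation is at hand. The parental strain lacks the gene and the vector carries it, so fragments of the vector may have been aligned to chromosome III. Such a peak would span the coding region. Peaks covered 32.3% and 96.2% of *LEU2* in the *HPRT1* episomes and 60.4% and 21.3% in the *HPRT1R* episomes, a mean of 52.5%. Only the second clone of the *HPRT1* episome came near a span of the whole gene. The mean exceeded the share of the gene covered at 87.1% of the 2893 other genes with a promoter peak in these libraries. Those genes were counted once per library and had a median of 0%. The ranking sets a mean over 4 libraries against single values, and *LEU2* had a promoter peak in only 3 of them. It is not a comparison of like with like, and no conclusion is drawn from it. Peaks such as 92131 to 92363 lay wholly inside the gene, and none of the 4 integrated libraries, which have neither the vector nor the gene, had a peak there. By the genotype that the paper lists, the chromosome has no such sequence, so the vector is the source of these peaks. Whether the vector's copy is open or is only present in more copies was not tested, and the share covered varied between clones (SD 33.4).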

How the results depend on the processing

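The alternatives chosen after the data were seen were the median over genome windows, the local background more than 5 kb from the ends of the locus, summits outside protein-coding genes, the number of *Sphis5* sites outside a peak, and all alternatives for the overlap of genomic peaks between replicates.

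Of 173 values recomputed for 30 results, 130 kept their direction and side of the threshold or stayed within the spread set for them, 33 moved beyond it, 2 lost and 3 gained a p under 0.05, and 5 fell on the other side of 1 or of the share for shifted summits, 3 of these by less than their SD. The 130 are no measure of stability, because they include values whose outcome was fixed: means of 2 clones with 1 left out, tests of episomal against integrated loci that cannot pass 0.05, and the ratios of median local backgrounds, which cannot fall below 1. The SD between 2 clones is small, so many of the moves are modest. The overlap of peaks between replicates and between contexts within the locus, and that of mirrored peaks, stayed on their side of 0.05 in each alternative for which a p was computed. No p was computed without a replicate.

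With a −log10 q of at least 10, the ratio of peaks to the genome average was 0.749 ± 1.06 in integrated *HPRT1* (SD, n = 2). It was 1.89 ± 1.26 in integrated *HPRT1R* (SD, n = 2). In the episomes of *HPRT1* and *HPRT1R* it rose to 29.1 ± 11.9 and 31.5 ± 4.25 (SD, n = 2 each). Their locus peaks have more fragments than genomic peaks but a lower median fold enrichment. Against the flanks, the ratio was 0.993 ± 1.40 in integrated *HPRT1* and 2.23 ± 1.75 in *HPRT1R* (SD, n = 2 each). The values of both integrated loci rest on 0 to 7 peaks, and whether they differ from 1 is undecided. The share of genomic summits in promoters was 13.5 ± 2.60% (SD, n = 8), not distinct from the 14.1% for shifted summits. The cause was not tested. At this threshold no value could be had for the mean log2 ratio of peaks, the replicate overlap in integrated *HPRT1*, the overlap between contexts in *HPRT1*, summits in promoters near the integration site and mirrored peaks, since at least 1 list had no peak left.

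With a −log10 q of at least 5, the ratios to the genome average were 8.82 and 10.3 in the episomes of *HPRT1* and *HPRT1R* and 1.82 and 2.72 in the integrated loci, and the ratios of the local background were 1.2 in integrated *HPRT1* and 1.45 in integrated *HPRT1R*. The share of genomic summits in promoters, 17.5%, was no longer past the threshold in every library, and the median distance of the *Sphis5* sites from a summit, 248.5 bp, passed it (exact one-sided test over shifts, p = 0.0407 against 0.0626). The cause was not tested.

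With the same number of peaks in every library, the ratios to the genome average were 6.16, 2.41 and 7.00 in the *HPRT1* episome, integrated *HPRT1* and the *HPRT1R* episome, that of integrated *HPRT1R* to its flanks was 4.42, and that of its local background was 1.51. With full windows only, the ratios to the genome average were 5.49 and 2.39 in episomal and integrated *HPRT1* and 6.12 and 3.46 in *HPRT1R*, and with the number of peaks per base they were 5.58, 2.39, 6.19 and 3.49, because short windows at chromosome ends no longer lowered the average. With the median over windows they were 5.75 and 2.73 in *HPRT1*. With flanks of 25 kb, the ratios to the flanks were 2.04 in *HPRT1* and 2.2 in *HPRT1R*.

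With the mean over peaks, the log2 ratio of the local background was 0.34 (exact two-sided sign-flip p = 0.492, n = 8), which cannot be set against the test on medians, whose outcome was fixed by the lowest value that the local background can take. The ratios of the episomes were 2.67 and 3.44, and those of the integrated loci reversed to 0.455 and 0.641. Between 6 and 10 genomic peaks per library, all on chromosome XII, had over 10 times the genome-wide background, and without this chromosome the ratios of the integrated loci were 1.24 and 1.54, which shows where the change came from. More than 5 kb from the ends of the locus, the ratios of the integrated loci were 1.31 and 1.57. With summits outside every protein-coding gene, the share near the integration site was 94.3% and passed the threshold in every library. With all peaks, counting the *Sphis5* sites outside a peak in place of the distance gave 5 of 16 pairs of site and library and passed it as well (exact one-sided test over shifts, p = 0.0146).

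Leaving out each replicate in turn gave 102 to 106 genomic regions that differed between contexts. For a mean of 2 clones, leaving out 1 moves the value by less than 1 SD whatever the data. With the replicate number as a block (replicate block), the difference in the number of peaks stayed 21.25 and that in the local background 2.40, each with an exact p of 0.125, the smallest that 16 arrangements allow. Deviations of the window counts from the strain means had correlations of −0.0593 to 0.0822 in the 6 pairs of strains, so the libraries share only a number. Peaks of the integrated loci had a median of 24 to 30 fragments at the summit, against 88 to 147 in the episomes.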

Differences from the paper's values

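The paper states no value for a measure computed here. Of the settings named below, only summits outside protein-coding genes were chosen after seeing the values.

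The paper places the peaks of the adjacent genomic region at promoters of transcribed genes. With the promoter window of the paper's methods around annotated gene starts, 19.9% of summits within 50 kb of the integration site lay in a promoter. In 7 of the 8 libraries the share did not pass 0.05 against shifts of the summits (largest exact p = 0.825), on 6 to 11 summits per library. The paper sets this window around CAGE-seq start sites, whereas the starts used here are coding starts. Genomic summits lay a median of -257 ± 8.39 bp from the nearest coding start (SD, n = 8), beyond the 200 bp of the window. The low share is thus no evidence against the paper's statement. Among the alternatives set before the data were examined, 500 bp upstream gave 68.5%, past 0.05 in 7 libraries (largest exact p = 0.087), and any overlap with the window gave 61.6%, past 0.05 in 5 libraries (largest exact p = 0.339). Stricter peaks (24.8% at a −log10 q of at least 5) and the same number of peaks in every library (22.0%) did not pass. Summits outside every protein-coding gene, chosen after seeing the values, made up 94.3% and passed in all 8 libraries (largest exact p = 0.0103).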

Other observations

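The tests on the gap in integrated *HPRT1*, on the number of *Sphis5* sites outside a peak, on the ends of the synthetic sequence, the comparison of unmirrored positions, the count of peaks by their lowest genomic fold and the test of the difference between the loci were chosen after the results were seen.

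Peaks of *HPRT1* and *HPRT1R* coincided at mirrored positions. Bases in peaks of all 4 libraries of each locus, with *HPRT1R* read backwards, had a Jaccard index of 0.136 against a median of 0.0227 over all circular shifts (exact one-sided test, p = 6.95e-05). With a reciprocal overlap of at least 50% as the criterion, a share of 0.2 of the *HPRT1* regions matched (permutation p over shifts 100 bp apart, 0.00992). By any overlap, 7 of the 15 shared regions of *HPRT1* met one of the 28 of *HPRT1R*, in overlaps from 9 to 384 bp wide. One of these overlaps, from 31101 to 31484 of *HPRT1*, lay near the start of the gene. Without mirroring, the index was 0.0303 (exact p = 0.4). An uneven density of peaks shared by both loci would give as large an overlap after small shifts, but over all shifts of 1 to 5 kb either way the index reached at most 0.0775. Reversal keeps in place the base composition of each stretch and, as the paper states, runs of a single base and short palindromes. Which of the kept features, if any, gives the overlap was not tested, since sequences under the peaks were not analysed here.

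The 8 sites at which the paper inserted *Sphis5*, chosen at CAGE-seq start sites, lay a median of 248.5 bp from the nearest summit in the episomal libraries, against 554 bp for shifted summits (exact one-sided test, p = 0.0626), which is not past 0.05. Distances ran from 66 to 849 bp, and the site fell inside a peak in 11 of the 16 pairs of site and library. At the site at 13493 of *HPRT1*, the nearest peaks lay at 13194 to 13651 and 13210 to 13841. Among peaks with a −log10 q of at least 5 the distance was the same and passed 0.05 (exact p = 0.0407). Of the 16 pairs, 5 lay outside a peak against a median of 12 over shifts (exact one-sided test, p = 0.0146), a count chosen after the distances had been seen. Whether start sites lie at peaks thus depends on the measure and stays open.

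More peaks in the synthetic loci than in genome windows could come from higher coverage, which gives the peak caller more power. With the fragment counts of the locus peaks thinned to the genomic background, the expected number of peaks stayed above the genome average in every library, and the lowest ratio was 1.95, in integrated *HPRT1*. Counting only locus peaks whose fold enrichment reached the lowest at which a genomic peak was called at the genome-wide background left ratios of 2.35 to 5.10. Neither value excludes coverage as the cause. The thinning used the genome-wide mean, within 1% of which 79.3% to 91.5% of the nuclear peaks lay. As this is the lowest value a local background can take, the coverage around those peaks may be lower still. A given fold enrichment is also called more readily at higher coverage, which the second count leaves in place. Among peaks with a −log10 q of at least 5, the ratio of integrated *HPRT1* was 1.82 ± 0.104 (SD, n = 2). At 10 or more it was 0.749 ± 1.06 (SD, n = 2), from clones with 0 and 2 peaks. Whether its excess holds among the strongest peaks is thus undecided. A difference in sequence between the loci and the yeast genome stays open, as untested.

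For the larger number of peaks in episomes, the same thinning to the coverage of the integrated loci gave 26.6 expected peaks against 20.5 ± 2.12 found in *HPRT1* (SD, n = 2) and 38.5 against 35.5 ± 3.54 in *HPRT1R* (SD, n = 2), a mean ratio of 1.19. Coverage could thus account for the difference in *HPRT1R* within the spread of the clones and for most of it in *HPRT1*. A part for context or medium cannot be told apart from coverage here. The difference between contexts was 25.5 peaks in *HPRT1* and 17.0 in *HPRT1R* (exact two-sided permutation test, p = 0.389). This test cannot decide whether these differ, because its 36 arrangements cannot give a p under 0.0556, and no conclusion is drawn from it.

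Integrated *HPRT1* had no peak from 48145 to 68110, where the episomes had 7 and 8. Thinned to the integrated coverage, these gave an expected 1.90 peaks, from 1.74 to 2.07 by pair of libraries, and none was called in either clone. With each peak thinned on its own in each clone, the probability of this was 0.00203, which speaks against coverage alone. It does not decide, because the stretch was picked for having no peak and the thinned numbers also exceeded those found over the whole locus. Too little coverage and a closed stretch thus cannot be told apart. Integrated *HPRT1R* had 6 peaks in each clone over the mirrored stretch.

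The *HPRT1R* peak with the highest fold enrichment lay at the start of the synthetic sequence. The local background of peaks within 5 kb of the ends was on average 0.788 times that elsewhere in the locus (0.688 to 0.876 across the 8 libraries). This ratio pools both ends, but the vector follows the locus in the same reference sequence, so it does not isolate the start. At the start peak of *HPRT1R*, the local background was 4.54 and 3.89 times the genome-wide value in the episomes, against locus medians of 9.87 and 8.12. In both integrated clones it was 1, against 1.55 and 1.56. A background lowered where the reference sequence begins is thus a candidate explanation of the high fold enrichment there. No biological explanation was tested.

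Genomic summits lay a median of -257 ± 8.39 bp from the nearest coding start (SD, n = 8, negative values upstream). Of the yeast genes that the paper names, *CRZ1*, *RPN4* and *GSM1* had no peak over the promoter window of the paper's methods in any library. *LEU2* had one in 3 episomal libraries, where the vector and not the chromosome is the source, as described above.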
